# Epistatic interaction between the lipase-encoding genes *Pnpla2* and *Lipe* causes liposarcoma in mice

**DOI:** 10.1371/journal.pgen.1006716

**Published:** 2017-05-01

**Authors:** Jiang Wei Wu, Christoph Preuss, Shu Pei Wang, Hao Yang, Bo Ji, Gregory W. Carter, Rebecca Gladdy, Gregor Andelfinger, Grant A. Mitchell

## Abstract

Liposarcoma is an often fatal cancer of fat cells. Mechanisms of liposarcoma development are incompletely understood. The cleavage of fatty acids from acylglycerols (lipolysis) has been implicated in cancer. We generated mice with adipose tissue deficiency of two major enzymes of lipolysis, adipose triglyceride lipase (ATGL) and hormone-sensitive lipase (HSL), encoded respectively by *Pnpla2* and *Lipe*. Adipocytes from double adipose knockout (DAKO) mice, deficient in both ATGL and HSL, showed near-complete deficiency of lipolysis. All DAKO mice developed liposarcoma between 11 and 14 months of age. No tumors occurred in single knockout or control mice. The transcriptome of DAKO adipose tissue showed marked differences from single knockout and normal controls as early as 3 months. *Gpnmb* and *G0s2* were among the most highly dysregulated genes in premalignant and malignant DAKO adipose tissue, suggesting a potential utility as early markers of the disease. Similar changes of *GPNMB* and *G0S2* expression were present in a human liposarcoma database. These results show that a previously-unknown, fully penetrant epistatic interaction between *Pnpla2* and *Lipe* can cause liposarcoma in mice. DAKO mice provide a promising model for studying early premalignant changes that lead to late-onset malignant disease.

## Author summary

Liposarcoma is an often fatal adult-onset tumor of fat tissue. Lipolysis, the central pathway of fat tissue metabolism, has been implicated in cancer. We generated mice that were deficient in two key enzymes of lipolysis, adipose triglyceride lipase (ATGL) and hormone-sensitive lipase (HSL). Strikingly, all mice with combined ATGL and HSL deficiency developed liposarcoma by 11–14 months of age. No liposarcoma occurred in single knockout or normal controls. Transcriptome analysis revealed that a subset of genes is dysregulated by 3 months of age. Our study reveals a novel epistatic interaction in fat cells between these two lipase genes and that causes a unique form of liposarcoma in mice. The double knockout mice provide a novel tool to study the early stages of liposarcoma development, prognostic markers and preventive treatments.

## Introduction

Liposarcomas are malignant tumors of fat. It is the commonest soft tissue sarcoma and the annual incidence is 2.5 cases per million [1]. Specific biomarkers for early diagnosis and specific curative treatments are not available for the disease. The WHO classification of liposarcomas identifies four categories: well-differentiated, myxoid, dedifferentiated (DDLS) and pleomorphic [2]. Well-differentiated liposarcoma is now considered to be a precursor to dedifferentiated liposarcoma [3, 4]. Distinct molecular changes are found in each category. For instance, myxoid liposarcoma has been associated with a specific t12;16 translocation and expression of a FUS-CHOP fusion protein [5]. Alternative lengthening of telomeres and other telomere maintenance mechanisms are active in pleomorphic, dedifferentiated and other liposarcomas [6–8]. Amplification of cyclin-dependent kinase 4 (CDK4) and murine double minute 2 (MDM2) occurs in well-differentiated and dedifferentiated liposarcomas [9], as does down-regulation of PTEN [10]. Some dedifferentiated liposarcomas show amplification of STAT6 [2]. Activation of the PI3K/AKT pathway has been implicated in liposarcomas [11–13] and loss of HIF-2a promotes liposarcoma growth [14]. Despite these major advances, important questions remain about the causes and the biology of liposarcomas.

Lipolysis, the pathway by which triglycerides are degraded, has been implicated in cancer, both as a source of fatty acids for tumor growth and as a mechanism of cancer-associated wasting [15–17]. Lipolysis has been studied biochemically in greatest detail in adipose tissue. Two major adipose lipases are adipose triglyceride lipase (ATGL) and hormone-sensitive lipase (HSL). ATGL, encoded by the *PNPLA2* gene on chromosome 11p15.5, is the main TG hydrolase of adipose tissue. It catalyzes the first step of lipolysis, i.e., the cleavage of triglyceride to diglyceride. Of note, deletion of *PNPLA2* is reported in well differentiated liposarcoma and sarcoma [18, 19]. HSL, encoded by *LIPE*, can catalyze the second step of lipolysis, the cleavage of diglycerides to monoglycerides. Deletions of the chromosome 19p13 region containing *LIPE* are frequent in DDLS and correlate with poor prognosis [18]. Although *PNPLA2* deletion has been reported in well differentiated liposarcoma and *LIPE* deletion, in DDLS with poor outcome [18], neither ATGL deficiency nor HSL deficiency reportedly causes liposarcoma in mice.

Increasing evidence suggests that cancer development may be driven by tissue-specific epistatic interactions due to mutations in multiple functionally-related genes [20, 21]. We generated three mouse lines with lipase deficiencies in adipose tissues, two single adipose knockout mice with deficiency of either ATGL or HSL plus double adipose knockout (DAKO) mice deficient in both ATGL and HSL. Strikingly, all DAKO mice developed a unique form of liposarcoma.

## Results

### Combined deletion of *Pnpla2* and *Lipe* in adipose tissue causes liposarcomas in mice

Complete deficiencies of ATGL and/or HSL in adipose tissue were confirmed in both white and brown adipose tissues by genomic Southern blotting (S1A Fig), Western blotting (S1B Fig) and real-time PCR of mRNA (S1C Fig). In isolated adipocytes, the rate of maximum beta adrenergic-stimulated lipolysis was markedly decreased in each single knockout line and was nearly unmeasurable in DAKO adipocytes (S2A Fig). Physiologically, DAKO mice were unable to maintain their blood glucose values with a normal postprandial fasting (S2B Fig), consistent with rapid depletion of carbohydrate reserves in the absence of lipid-derived energy from white adipose tissue (WAT). Cold tolerance, a measure of brown adipose tissue (BAT) function, was markedly reduced only in DAKO mice (S2C Fig).

ATGL and HSL catalyze the first two steps of lipolysis (Fig 1A). To test whether combined deficiency of ATGL plus HSL might promote liposarcoma (Fig 1A), 24 mice of each genotype were followed longitudinally. Both WAT and BAT were examined regularly by palpation and also directly at postmortem. No malignant tumors were found in WAT. In contrast, BAT of DAKO mice was hypertrophic and developed firm irregular tumors which invaded surrounding skin and tissue (Fig 1B). Histological evaluation of these tumors revealed liposarcoma (Fig 1B). Liposarcomas were detected between 11 and 14 months (24/24 mice, 100%) (Fig 1C). In contrast, neither single knockout line (ATGLAKO, HSLAKO) developed cancer (Fig 1C).

**Fig 1:**
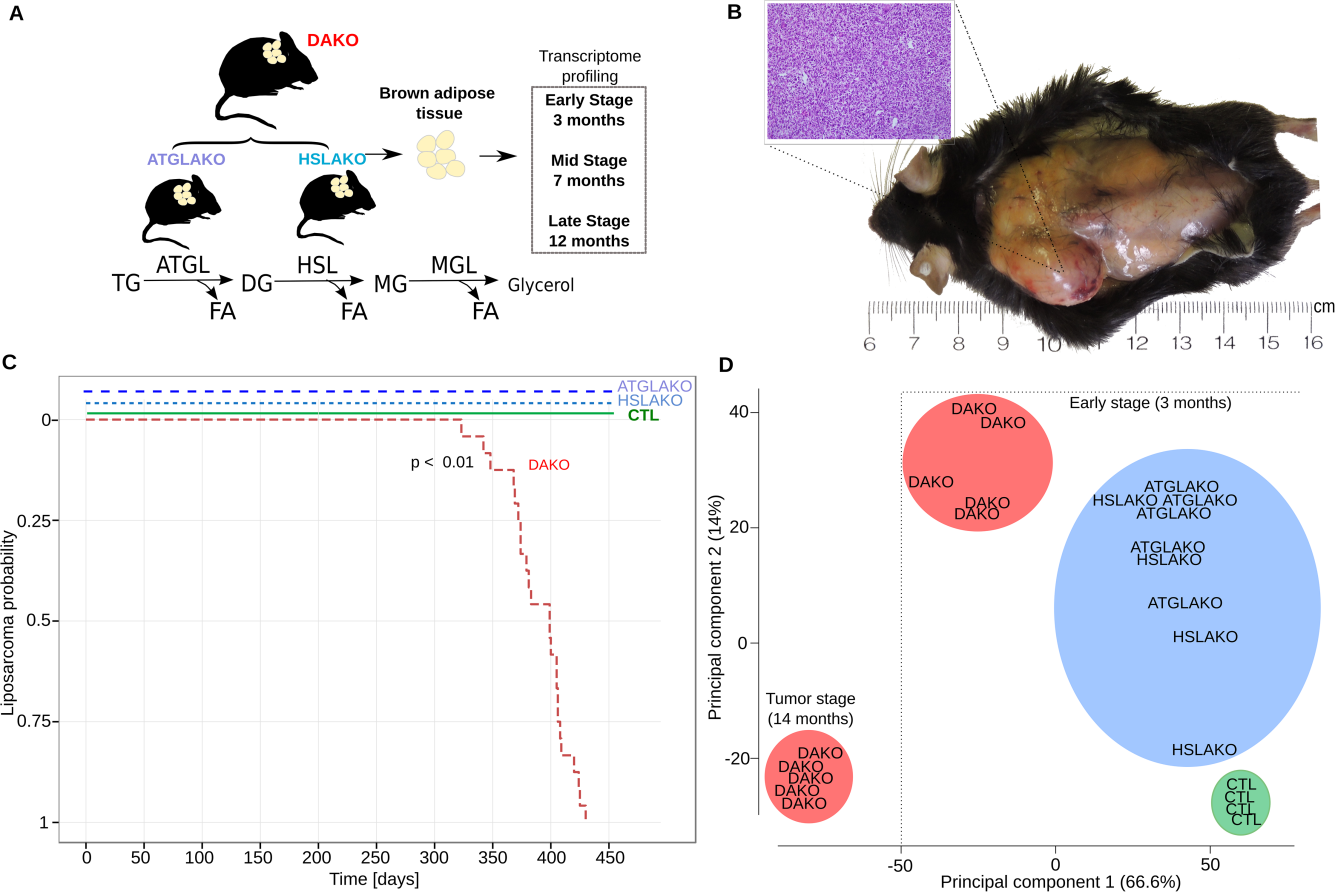
Characterization of lipase-deficient mice. (A) Experimental plan for generation of three different knockout mouse lines with lipolytic deficiency in adipose tissues. The positions of ATGL and HSL in the standard representation of the lipolytic pathway are shown below. (B) Liposarcoma in the left interscapular region of a 12-month-old DAKO mouse, gross and microscopic aspects. (C) Kaplan Meier plot displaying liposarcoma onset in the three knockout mouse lines and controls. (D) Principal component analysis (PCA) of whole transcriptome data, showing genotype-phenotype correlation for the early premalignant (3 months) and late (14 months) tumor stage. TG, triglycerides; DG, diglycerides; MG, monoglycerides; CTL, control.

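Gene expression was measured on Illumina MouseRef-8 v2.0 arrays in 72 samples of mouse adipose tissue and liposarcoma. ATGL and HSL are the lipases that cleave triglycerides and diglycerides, encoded by Pnpla2 and Lipe, and they were deleted in adipose tissue singly (ATGLAKO, HSLAKO) or together (DAKO). By their labels, the arrays of interscapular BAT at 3 months came from 5 control, 5 ATGLAKO, 4 HSLAKO and 5 DAKO mice. Each genotype had 4 arrays of BAT at 7 months and 4 at 12 months. Perigonadal WAT at 3 months was represented by 3 control, 5 ATGLAKO, 4 HSLAKO and 4 DAKO arrays, and the 5 arrays called liposarcoma here are labelled DAKO brown adipose at 14 months, the stage that Fig 1D names late tumor. The authors deposited the bead signals with the detection p-value of each probe, and a set of intensities that they had normalized between arrays. The median raw signal per array ran from 94.7 to 160.6, and 44.8 to 54.8% of the 25697 probes were above background at a detection p under 0.05 (median 49.9%). The number of arrays per group limits the precision of every value. From the raw signals, background correction and quantile normalization were done with neqc in limma, which gives log2 values. The 18083 probes above background on at least 3 arrays, from 12265 genes, were compared between the 17 groups in 1 limma fit. A gene was counted as differentially expressed at an adjusted p under 0.01 and a log2 fold change over 1.5 in size, as in the paper's methods and Fig 3A. These thresholds, the comparisons, the gene lists and the rule for naming genes were fixed before the data were examined.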

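On the arrays labelled ATGLAKO and DAKO, the signal of Pnpla2 was not shown to be lower than on those labelled control. Pnpla2 (Entrez Gene 66853, chromosome 7) had a log2 signal of 13.10 ± 0.18 (SD, n = 5) on arrays labelled control BAT at 3 months, 12.26 ± 0.95 (SD, n = 5) on those labelled ATGLAKO BAT and 12.57 ± 1.91 (SD, n = 5) on those labelled DAKO BAT. The 5 DAKO arrays ran from 10.02 to 14.04 and were unlike each other. Replicates 1 to 3 had Pnpla2 at 14.04, 13.93 and 13.85, above every control array (12.91 to 13.31). On replicates 4 and 5 it was at 10.02 and 11.03. The log2 fold change against control was -0.84 in ATGLAKO (standard error 1.00, adjusted p = 0.757 from limma) and -0.53 in DAKO (standard error 1.00, adjusted p = 0.814). Lipe (Entrez Gene 16890, chromosome 7) had a signal of 9.67 ± 0.26 (SD, n = 5) on the control arrays at 3 months, 6.35 ± 0.81 (SD, n = 4) on those labelled HSLAKO and 7.35 ± 1.23 (SD, n = 5) on those labelled DAKO. Its log2 fold change was -3.32 in HSLAKO (standard error 0.94, adjusted p = 0.0177) and -2.32 in DAKO (standard error 0.88, adjusted p = 0.10). With only the 2 compared groups in the fit, the latter passed. At 12 months Lipe fell by 4.07 on the log2 scale in DAKO BAT (standard error 0.99, adjusted p = 0.00292). That call was lost with another probe of the gene (-1.84) and without control replicate 1 (-4.05), DAKO replicate 1 (-3.82) or DAKO replicate 2 (-3.81). At 7 months the arrays labelled control BAT had a Lipe signal of 6.75 ± 0.21 (SD, n = 4) and those labelled DAKO BAT 6.72 ± 2.51 (SD, n = 4). In the paper's construct, loxP sites flank a neomycin resistance gene and exon 1 of Lipe (S1 Text), and where the array probes lie relative to the deleted exon is not given with the values. The paper reports complete deficiency of the lipases in BAT and WAT by Southern blot, Western blot and real-time PCR (S1 Fig), as the genotypes demand, and UCP-1 protein undetectable in DAKO BAT at 3 months and present in the other genotypes (Fig 2C). These measures do not settle what each array holds. Lipe on DAKO replicates 1 to 5 at 3 months was at 7.84, 7.21, 7.19, 5.555 and 8.95. The 5 arrays thus differed in both targets. The place of the probes is the same on every array and does not by itself explain this.
Markers of the tissue of origin also went against part of the labels. Mesothelial genes, such as Upk3b and Wt1, are expressed in the lining that covers perigonadal fat, and 9 of them were measured. Their mean log2 signal was at least 6.24 on 16 arrays and at most 5.69 on all others, and these 16 arrays were the same under 5 ways of scaling. They were 4 of 4 arrays labelled control BAT at 7 months, 4 of 4 labelled control BAT at 12 months, 2 of 4 labelled ATGLAKO BAT at 7 months, 1 of 4 labelled ATGLAKO BAT at 12 months, 4 of 5 labelled ATGLAKO WAT and 1 of 3 labelled control WAT. Ucp1, which encodes the uncoupling protein of brown adipocytes, had a log2 signal of 4.24 to 8.25 on those 16 arrays. It was 6.12 to 13.60 on the 11 arrays labelled WAT without mesothelial signal, and 13.61 to 13.82 on the 5 arrays labelled control BAT at 3 months. No array was moved to another group, so every group named here is the group of the deposited labels, with liposarcoma standing for the label DAKO brown adipose at 14 months.

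**Figure D1:**
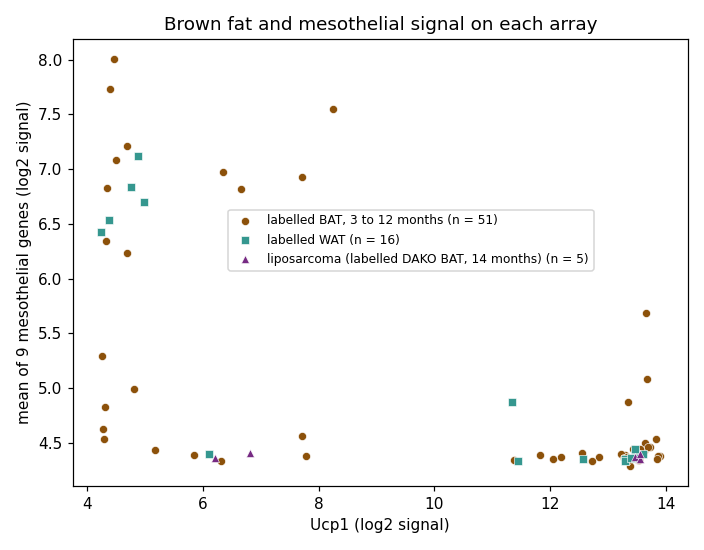
Log2 signal of Ucp1 (x axis) against the mean log2 signal of 9 mesothelial genes (y axis) on 72 arrays, 1 point per array, by group (51 labelled BAT at 3 to 12 months, 16 labelled WAT and the 5 called liposarcoma). The 11 arrays labelled BAT with mesothelial signal lie at a Ucp1 signal of 8.25 or less, among the 5 labelled WAT that carry it.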

The clear genotype-phenotype correlation was confirmed with expression microarrays. 

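At 3 months, the arrays labelled DAKO BAT lay apart from those labelled control BAT, and were not shown to lie apart from the single knockouts. On the first 2 principal components of 24 arrays in 5 labelled groups, the centers of the DAKO and control groups were 84.7 apart (exact one-sided permutation test over 252 arrangements, p = 0.00794, the smallest that 5 against 5 arrays allow, adjusted p = 0.0143 over 9 pairs of groups). DAKO and ATGLAKO BAT were 35.4 apart (exact permutation p = 0.151, adjusted p = 0.226), and DAKO and HSLAKO BAT 23.4 apart (exact permutation p = 0.484, adjusted p = 0.545). Both single knockouts lay apart from control, by 60.9 for ATGLAKO and 99.3 for HSLAKO (exact permutation p = 0.00794 for each), the former not with arrays scaled to a common median (p = 0.135). The 5 control arrays were on average 5.91 from their center, the DAKO arrays 32.0, the ATGLAKO arrays 26.1 and the HSLAKO arrays 42.1. The DAKO arrays were also mixed in the 2 targets. Replicates 1 to 3 had Pnpla2 at 13.85 to 14.04 and Lipe at 7.19 to 7.84. Replicate 4 had them at 10.02 and 5.555, and replicate 5 at 11.03 and 8.95. With a group this mixed, a missing separation from the single knockouts does not go against the paper.
Gene by gene, limma called 0 genes between DAKO and ATGLAKO BAT (939 genes at an unadjusted p under 0.05, and 0 called on the authors' normalized values). Between DAKO and HSLAKO BAT it also called 0 (190 genes at an unadjusted p under 0.05, 0 on the authors' values). Against control, HSLAKO BAT had 146 genes higher and 64 lower (203 and 12 with a common median, 183 and 192 with no fold minimum). Lgals3, which encodes the macrophage lectin galectin-3, rose by 4.58 on the log2 scale (standard error 0.77, adjusted p = 1.48e-04), and Acot1, an acyl-CoA thioesterase, fell by 3.52 (standard error 0.58, adjusted p = 1.18e-04). ATGLAKO BAT had 2 genes higher and 9 lower (45 and 8 with only the compared groups in the fit, 45 and 30 with array weights), so which direction has more genes depends on the setting. The heparan sulfate proteoglycan gene Gpc1 was higher by 2.33 and Epdr1, an ependymin-related protein, by 2.08, and both calls were lost without ATGLAKO replicate 3 (2.20 and 1.97), 4 (2.19 and 1.90) or 5 (2.28 and 1.95) or control replicate 2 (2.29 and 2.03). The Gpc1 call was also lost without control replicate 1 (2.29), 3 (2.35), 4 (2.36) or 5 (2.36), and on the authors' values both were lost (1.91 and 0.79). The kinase gene Sgk2 fell by 1.92 (standard error 0.30, adjusted p = 1.85e-04). With 1 array left out, the HSLAKO count was 43 without HSLAKO replicate 2, 49 without HSLAKO replicate 3, and 114, 121, 122, 128 and 107 without control replicates 1 to 5. The ATGLAKO count was 6 without control replicate 2, 7 without control replicate 4, 21 without ATGLAKO replicate 2 and 3 without ATGLAKO replicate 3.

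**Figure D2:**
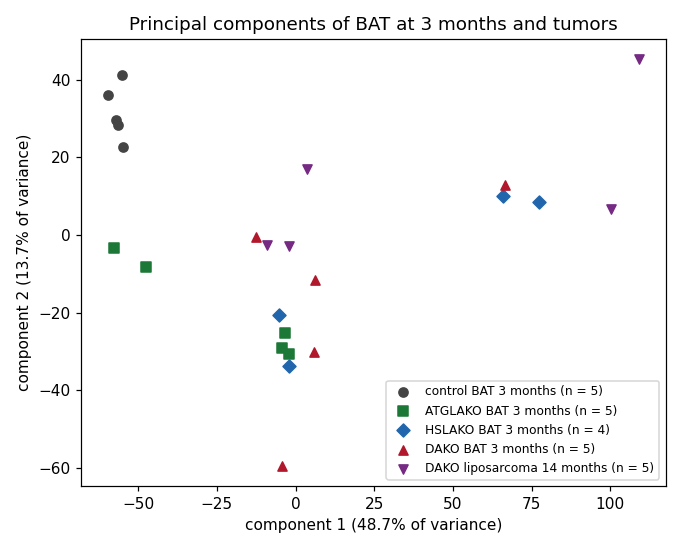
Principal component 1 (48.7% of the variance, x axis) and component 2 (13.7%, y axis) of 24 arrays, 1 point per array, in the 5 labelled groups of BAT at 3 months and liposarcoma. The 5 control arrays lie between -59.8 and -54.8 on component 1, and the 5 DAKO BAT arrays between -12.7 and 66.5.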

Principle component analysis revealed that by 3 months, DAKO mice showed a clearly distinct transcriptional profile when compared to either of the single knockouts or to normal controls (Fig 1D). 

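No gene passed the threshold between the 5 liposarcoma arrays and the 4 arrays labelled DAKO BAT at 12 months (0 genes from limma, 825 at an unadjusted p under 0.05, 0 on the authors' normalized values). In a fit with a weight for each array the count was 550, and without DAKO BAT replicate 3 at 12 months it was 2. All 69 measured genes of the respiratory chain were higher in the liposarcomas, with a median log2 fold change of 0.83 (adjusted p = 5.61e-20 from camera with a preset correlation, adjusted p = 0.527 with an estimated correlation). Of 27 proliferation genes, 26 were lower and 1 higher, with a median of -0.77 (adjusted p = 1.52e-09 preset, adjusted p = 0.527 with an estimated correlation). Of 21 general adipocyte genes, 19 were higher, with a median of 1.25 (adjusted p = 2.93e-08 preset, adjusted p = 0.527 with an estimated correlation). No single gene of these groups passed, also when adjusted over the list alone (0 genes).
Liposarcoma also gave 0 called genes against DAKO BAT at 3 months (518 at an unadjusted p under 0.05), ATGLAKO BAT at 12 months (1350) and HSLAKO BAT at 12 months (1704). Against arrays labelled control BAT at 12 months, 37 genes were higher and 343 lower. All 4 of those control arrays carry mesothelial signal. On the principal components of BAT at 3 months and liposarcoma, the liposarcoma center was 98.8 from control and 71.1 from ATGLAKO BAT (exact one-sided permutation p = 0.00794 for each, adjusted p = 0.0143), and the adjusted p for ATGLAKO was 0.0893 with a common median and 0.0857 with unit variance. It was 41.4 from DAKO BAT (exact permutation p = 0.183, adjusted p = 0.235) and 22.6 from HSLAKO BAT (exact permutation p = 0.635). The liposarcoma arrays were on average 54.0 from their own center, and they were of 2 kinds. On replicates 1 to 3 Lipe was at 9.36, 9.18 and 9.44 and Ucp1 at 13.47, 13.56 and 13.56, and on replicates 4 and 5 Lipe was at 5.06 and 5.19 and Ucp1 at 6.21 and 6.82. The higher signal of respiratory chain and adipocyte genes is therefore not shown for all 5. Lipe on replicates 1 to 3 was near the 9.31 to 9.95 of control BAT at 3 months, which argues against a loss of Lipe transcript there.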

DAKO tumors were strikingly different from all other samples including those from pretumor DAKO mice.

### Premalignant DAKO BAT is morphologically abnormal and lacks UCP-1

Morphologically, by 3 months, BAT of the single and double knockout strains clearly differed from that of normal controls (Fig 2A). In all three knockout lines, nearly all brown adipocytes contained a single large lipid droplet in contrast to the multilocular morphology of normal BAT. The interscapular BAT depots of each knockout line were hypertrophic, particularly in DAKO mice (Fig 2B). Also, uncoupling protein-1 (UCP-1), which normally is expressed strongly and specifically in BAT, was undetectable in BAT of DAKO mice, in contrast with normal controls and with each single knockout line (Fig 2C).

**Fig 2:**
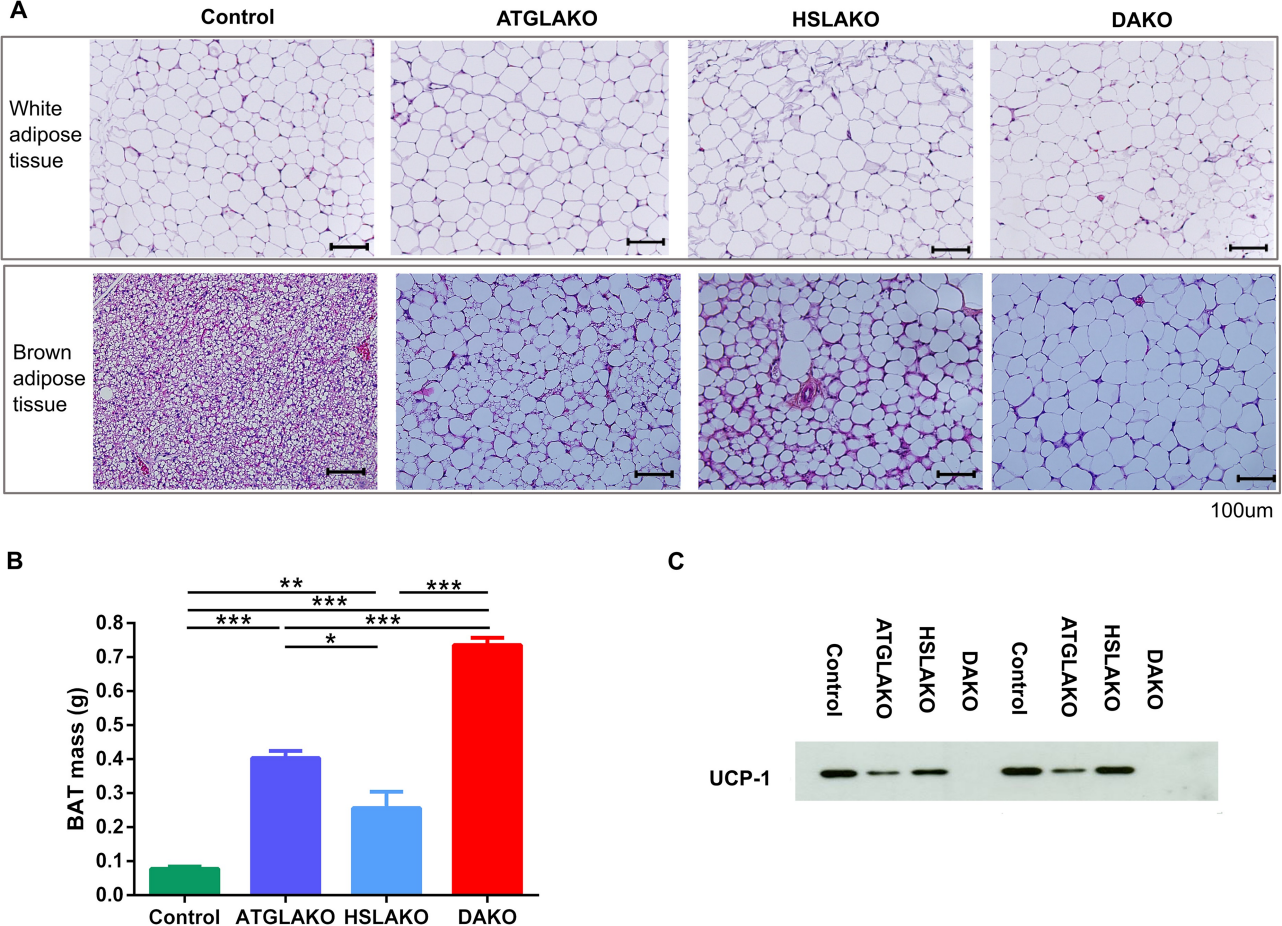
Tissue specific response related to genotype. (A) Histology of WAT and BAT, showing controls, single (ATGLAKO, HSLAKO) and double knockout (DAKO) mice. (B) Mass of interscapular brown adipose tissue in different genotypes (3 months). (C) Western blot of the brown adipose-specific marker, UCP-1 (3 months). *, p < 0.05; **, p < 0.01; ***, p < 0.001.

### Expression profiling of premalignant DAKO BAT

In order to study the mechanism of tumor initiation and progression over time, whole-transcriptome profiling was performed for all genotypes illustrated in Fig 1A. 

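Between arrays labelled DAKO and control BAT, 1 gene was differentially expressed at all 3 ages. It was Prrx1, a homeobox transcription factor of mesenchymal cells, which was named after its values were seen. Prrx1 had a log2 signal of 6.90 ± 0.39 (SD, n = 5) in DAKO and 5.24 ± 0.23 (SD, n = 5) in control BAT at 3 months, 7.77 ± 0.86 (SD, n = 4) and 5.70 ± 0.57 (SD, n = 4) at 7 months, and 7.00 ± 1.05 (SD, n = 4) and 5.46 ± 0.42 (SD, n = 4) at 12 months. It rose by 1.65 (standard error 0.36, adjusted p = 0.00463), 2.07 (standard error 0.40, adjusted p = 0.00158) and 1.53 (standard error 0.40, adjusted p = 0.00604). Leptin (Lep), the satiety hormone of white adipocytes, was the only other gene called at both 3 and 7 months, and its log2 fold changes were opposite, 4.24 and -5.03. The call for Lep at 3 months was lost with any 1 of the 10 arrays left out (3.93 to 4.68), and at 7 months without control replicate 1 (-5.25), 2 (-4.85) or 3 (-5.01) or DAKO replicate 3 (-4.68) or 4 (-4.10). The 3 lists of called genes would share 0.0318 genes by chance if they were independent.
At 7 months 20 genes were higher and 85 lower in DAKO BAT (34 and 389 with a common median, 98 and 146 with no fold minimum). Igfals, which encodes a binding protein of insulin-like growth factors, fell by 4.59 (standard error 0.72, adjusted p = 1.44e-04), and the uroplakin gene Upk3b by 4.90 (standard error 0.96, adjusted p = 0.00158, lost without DAKO replicate 4 at -4.87). At 12 months 77 were higher and 418 lower (37 and 890 with a common median, 397 and 582 with array weights). The matrix protease gene Mmp3 rose by 6.04 (standard error 1.00, adjusted p = 6.51e-05), and the cytochrome P450 gene Cyp2e1 fell by 8.10 (standard error 1.34, adjusted p = 6.54e-05). All 9 mesothelial markers were lower in DAKO BAT at 7 months (median -2.25, adjusted p = 3.67e-08 from camera, adjusted p = 0.197 with an estimated correlation) and at 12 months (median -2.59, adjusted p = 4.11e-08, adjusted p = 0.191 with an estimated correlation). This goes with the labels, since all 4 arrays labelled control BAT at each of these ages carry mesothelial signal. Of the genes called at 12 months, 15 were also called at 3 months (3.71 if independent) and 61 at 7 months (4.24 if independent).
No gene passed at all 3 ages on the authors' values, with no background correction, with an offset of 50, with a common median or with only the compared groups in the fit (0 genes each), which ends the Prrx1 result. With only the compared groups, 4 genes passed at 7 months and 136 at 12 months, and Igfals and Mmp3 no longer passed. The count at 7 months was 65, 26, 33 and 186 without control replicates 1 to 4, and 223, 195, 24 and 18 without DAKO replicates 1 to 4. At 12 months it was 269 without control replicate 1, 63.8% of the full count without DAKO replicate 2 and 820 without DAKO replicate 3, and no gene passed at all 3 ages in limma when any of 12 arrays was left out: control replicates 2 and 5 at 3 months, 3 at 7 months and 1, 2 and 3 at 12 months, or DAKO replicates 2, 4 and 5 at 3 months, 4 at 7 months and 1 and 4 at 12 months.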

Differential expression analysis between normal controls and DAKO mice at three time points (3, 7 and 12 months) revealed that 21 genes were consistently differentially expressed at each point (Fig 3A). The greatest difference occurred at 3 months, when 499 genes were found to be differentially expressed between normal control and DAKO BAT. 

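At 3 months, 66 genes were higher and 26 lower on the arrays labelled DAKO BAT than on those labelled control BAT, 92 genes in all. Galectin-3 (Lgals3) had a log2 signal of 13.05 ± 0.47 (SD, n = 5) in DAKO and 8.36 ± 0.31 (SD, n = 5) in control BAT, a rise of 4.69 (standard error 0.73, adjusted p = 6.78e-05). Ubd, a ubiquitin-like protein induced by interferon gamma, rose by 3.74 (standard error 0.67, adjusted p = 5.04e-04). Among the lower genes, the kinase gene Sgk2 fell by 2.06 (standard error 0.30, adjusted p = 1.92e-05) and Hip1r, an endocytic adaptor, by 1.88 (standard error 0.30, adjusted p = 6.78e-05). Fgl1, a fibrinogen-like protein, was above background on 0 of the 5 DAKO arrays and at least 3.51-fold lower than in control BAT (adjusted p = 1.44e-04), a call lost with arrays scaled to a common median (adjusted p = 0.0161). In all, 3125 genes had an unadjusted p under 0.05.
The count depended on single arrays: it was 60, 41, 54, 56 and 42 without control replicates 1 to 5, and 41, 59, 27 and 57 without DAKO replicates 2, 3, 4 and 5. With 4 arrays on each side, as in the legend of Fig 3, the median over the 25 choices was 31 (17 to 48), with only these 2 groups in the fit the count was 371, and on the authors' normalized values it was 18. With no fold minimum 79 genes were higher and 113 lower, so which direction has more genes depends on the fold threshold.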

Gene set enrichment analysis (GSEA) using reactome pathways [22, 23] identified six pathways which were significantly enriched at an adjusted p value cutoff of p < 0.05 (Fig 3B). 

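Genes of energy and lipid metabolism were mostly lower on arrays labelled DAKO BAT than control BAT at 3 months. In the same comparison all 24 macrophage markers and all 17 skeletal muscle genes were higher, and neither list passed with an estimated correlation (adjusted p = 0.259 and 0.574). Of 69 genes of the respiratory chain, 64 were lower and 5 higher, with a median log2 fold change of -0.62 (adjusted p = 0.00146 from camera with a preset correlation, adjusted p = 0.677 with an estimated correlation). The 1 member that passed alone went the other way: Atp5g1, a subunit of ATP synthase, rose by 2.08 (standard error 0.38, adjusted p = 6.74e-04). All 10 lipolysis genes were lower (median -0.86, adjusted p = 0.0489 from camera, adjusted p = 0.607 with an estimated correlation). So were all 16 brown adipocyte markers (median -0.68, adjusted p = 0.0489, adjusted p = 0.677 with an estimated correlation).
Other groups did not pass at an adjusted p under 0.05, and all but ketone body metabolism had the same sign. Of 22 genes of fatty acid oxidation, 21 were lower (median -0.58, adjusted p = 0.0907). Of 19 TCA cycle genes, 18 were lower (median -0.45, adjusted p = 0.200), as were 9 of 11 genes of triacylglycerol synthesis (median -0.84, adjusted p = 0.214) and 12 of 14 of fatty acid synthesis (median -0.79, adjusted p = 0.0907). With only the compared groups in the fit, fatty acid oxidation, TCA cycle, triacylglycerol synthesis and fatty acid synthesis all passed at the preset correlation and none with an estimated one (adjusted p = 0.428, 0.492, 0.379 and 0.492). Elovl5, an elongase of polyunsaturated fatty acids, was the only one of these genes with an adjusted p under 0.01, and it fell by 0.68 (standard error 0.15, adjusted p = 0.00553), which held only without control replicate 5 or DAKO replicate 5 when 1 array was left out (otherwise -0.70 to -0.61). Of 4 genes of ketone body metabolism, 3 were higher and 1 lower (median 0.54, adjusted p = 0.214). Adjusted over the list alone, 1 gene passed in the respiratory chain (Atp5g1), 1 in fatty acid synthesis (Elovl5) and 0 in the other lists of this paragraph by limma.
The calls for lipolysis (0.165) and for brown adipocyte markers (0.153) were lost without DAKO replicate 4, and lipolysis also without control replicate 1 (0.0720), 3 (0.0579), 4 (0.0515) or 5 (0.0580) or DAKO replicate 5 (0.0557). Brown adipocyte markers also missed the threshold without control replicate 1 (0.0878), 3 (0.0503) or 5 (0.0584) or DAKO replicate 3 (0.0543).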

Down-regulation occurred for the gene sets of fatty acid, triacylglycerol and ketone body metabolism, the tricarboxylic acid (TCA) cycle and respiratory chain and genes of lipid metabolism. In contrast, genes involved in the immune response, particularly adaptive immunity, were up-regulated. Together, these results in premalignant DAKO BAT suggest a global down-regulation of oxidative energy metabolism and up-regulation of the immune response.

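Genes of immune cells were higher on arrays labelled DAKO BAT at 3 months. All 24 macrophage markers were higher, with a median log2 fold change of 2.84 (adjusted p = 6.92e-18 from camera, adjusted p = 0.259 with an estimated correlation), and 6 of them rose by themselves (18 when adjusted over the list alone). Adgre1, which encodes the macrophage antigen F4/80, rose by 3.57 (standard error 0.75, adjusted p = 0.00300). Antigen presentation by MHC class II was higher in all 10 genes of MHC class II presentation (median 2.07, adjusted p = 7.13e-10, adjusted p = 0.179 with an estimated correlation). H2-Aa rose by 2.32 (standard error 0.47, adjusted p = 0.00191, lost without DAKO replicate 4 at 2.18), and 7 of the 10 passed when adjusted over the list alone.
Of 10 T cell markers, 9 were higher (median 0.92, adjusted p = 7.30e-05, adjusted p = 0.259 with an estimated correlation). Of 9 B cell markers, 8 were higher (median 0.81, adjusted p = 3.71e-04, adjusted p = 0.271 with an estimated correlation). In each of these 2 lists limma called 0 genes over all genes and 1 when adjusted over the list alone. Of 14 genes of MHC class I presentation, 11 were higher (adjusted p = 2.58e-04, adjusted p = 0.288 with an estimated correlation). The complement subunit gene C1qc rose by 3.20 (standard error 0.76, adjusted p = 0.00866), a call lost with any 1 of the 10 arrays left out (2.90 to 3.37).
Of 39 lists tested, 16 were higher and 3 lower with the preset correlation and 0 with an estimated correlation. The estimated correlation called no list in any comparison. That holds also for control BAT at 7 against 3 months, with 1321 called genes and 16 lists higher and 7 lower by fry. A list that misses it is therefore not shown to be unchanged. Fry, which asks whether the genes of a list move on balance to the same side, called 10 lists higher and 0 lower. The Adgre1 call was lost without control replicate 2 (3.45) or DAKO replicate 4 (3.15). From the gene sets lower and higher in DAKO BAT before tumors appear, the paper proposes that oxidative energy metabolism is turned down as a whole and that the immune response is turned up.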

**Fig 3:**
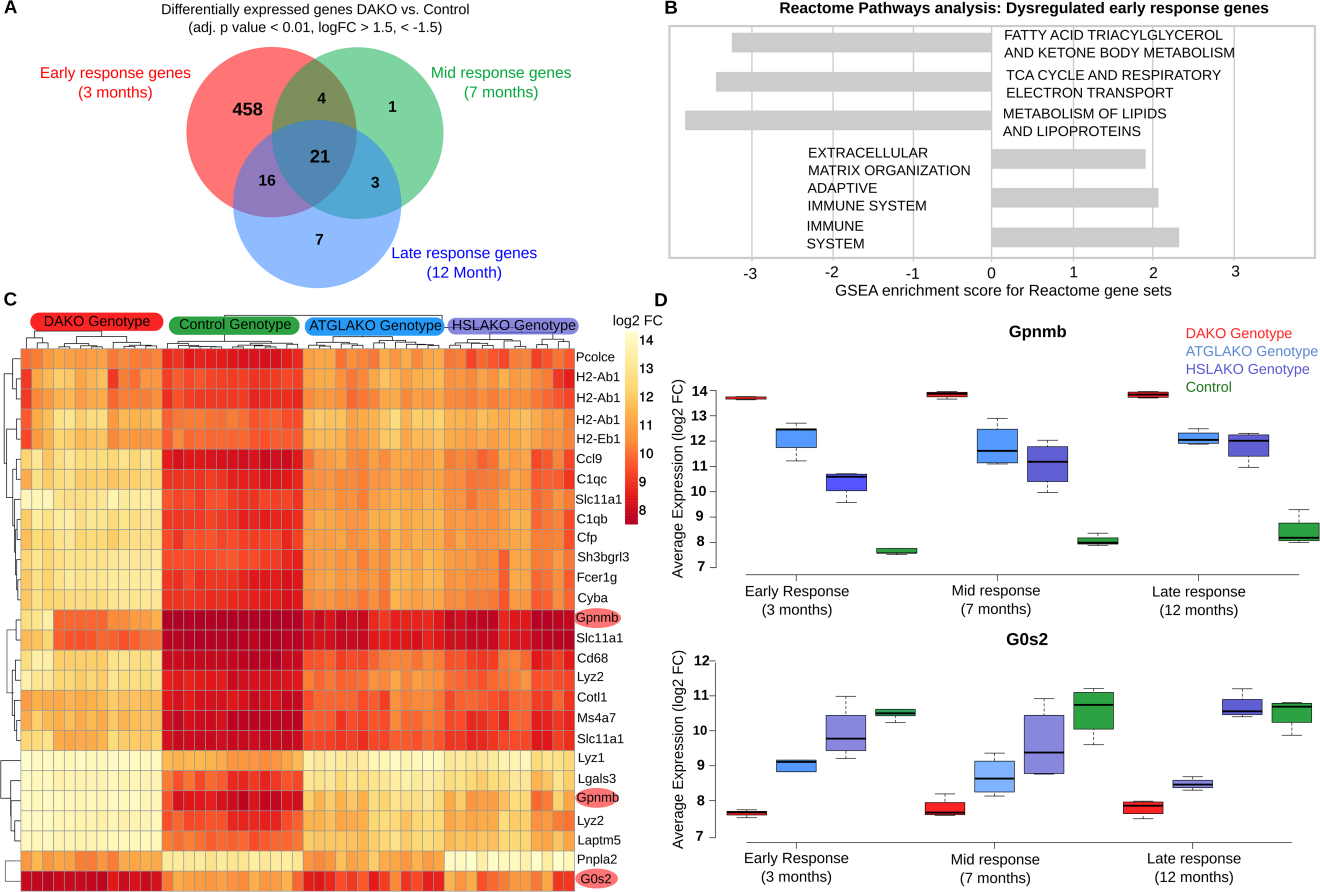
Early transcriptome analysis. (A) Venn diagram of intersections between differentially-expressed genes, comparing DAKO (n = 4) and WT mice (n = 4) at three different time points (3, 7 and 12 months). (B) Gene Set Enrichment Analysis for Reactome pathway, highlighting up- and down-regulated pathways for the differentially-expressed genes in BAT of 3-month-old mice. (C) Heatmap for all four genotypes, displaying the 21 genes that are consistently differentially-expressed between BAT of DAKO and control mice. Highlighted in red are Gpnmb and G0S2, the two most up- and down-regulated of these genes at all time points. (D) Boxplots indicating the expression levels of Gpnmb and G0s2 in the four mouse lines studied, at 3, 7 and 12 months.

Heat-map clustering of the 21 genes that are consistently differentially-expressed in DAKO and control BAT reveals a clear genotype-phenotype correlation, with marked differences between DAKO and normal control BAT and intermediate profiles in each single knockout line (Fig 3C). Among these genes, the two with the greatest up- and down-regulation in liposarcoma were glycoprotein nonmetastatic melanoma protein B (*Gpnmb*) and G0–G1 switch gene 2 (*G0S2*), respectively.

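Of the 21 genes shown in Fig 3C, 19 had a tested probe, and at 3 months 17 of them were higher and 2 lower on arrays labelled DAKO BAT than control BAT. At 3 months 11 were called, 10 of them by the probe used for each gene (17 when adjusted over the list alone), and at 7 and at 12 months 0 were called by limma. The study chose these genes on these samples, so their count and direction are not independent evidence. Pcolce, an enhancer of procollagen processing, had a log2 signal of 10.08 ± 0.73 (SD, n = 5) in DAKO and 7.33 ± 0.13 (SD, n = 5) in control BAT at 3 months. Its log2 fold change was 2.75 at 3 months (standard error 0.51, adjusted p = 7.94e-04), 1.45 at 7 months and 1.42 at 12 months. Laptm5, a lysosomal membrane protein of blood cells, had log2 fold changes of 3.05, -0.74 and 1.10 at the 3 ages, and H2-Ab1, a chain of MHC class II, 2.24, -2.32 and -0.97.
At 7 months 2 of the 19 genes were higher and 17 lower in DAKO BAT, and at 12 months 15 were higher and 4 lower. The arrays labelled control at these 2 ages carry mesothelial signal. Those at 7 months also had Lipe at 6.56 to 7.03, against 9.31 to 9.95 on control arrays at 3 months. Pcolce and Ms4a7 were higher and Pnpla2 and G0s2 lower at all 3 ages, 4 genes in all. At 3 months the ATGLAKO mean lay between those of control and DAKO BAT for 17 of the 19 genes, the HSLAKO mean for 3, and both for 3. For Pcolce the mean signal was 9.45 ± 1.33 (SD, n = 5) in ATGLAKO and 10.22 ± 0.84 (SD, n = 4) in HSLAKO BAT.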

Gpnmb, a circulating glycoprotein, has been identified as a therapeutic target for several cancers [24]. Therapeutic suppression of Gpnmb is currently in phase 2 clinical trials for several types of cancer (ClinicalTrials.gov Identifier: NCT01997333, NCT01156753, NCT02713828, NCT02487979, NCT02302339, NCT02280785, NCT00921570, NCT02363283). 

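Gpnmb (Entrez Gene 93695, chromosome 6), a transmembrane glycoprotein, had the largest rise of all 12265 genes on arrays labelled DAKO BAT at 3 months. Its log2 signal was 12.39 ± 1.05 (SD, n = 5) in DAKO, 12.30 ± 1.69 (SD, n = 4) in HSLAKO, 10.12 ± 2.69 (SD, n = 5) in ATGLAKO and 6.39 ± 0.59 (SD, n = 5) in control BAT. It rose by 5.99 in DAKO against control BAT (standard error 1.12, adjusted p = 7.94e-04) and by 5.91 in HSLAKO against control BAT (standard error 1.18, adjusted p = 0.00127), where it was again the largest rise. Against HSLAKO the DAKO level differed by 0.08 (adjusted p = 1.00) and against ATGLAKO by 2.27 (adjusted p = 0.819), neither of which passed. Other probes of Gpnmb gave 3.63, 1.87 and 1.40 for DAKO against control, with adjusted p of 0.0901, 0.199 and 0.356.
At 7 months Gpnmb was at 12.30 ± 1.17 (SD, n = 4) in DAKO and 12.92 ± 0.88 (SD, n = 4) in control BAT, a log2 fold change of -0.62 (standard error 1.25, adjusted p = 0.826). At 12 months it was at 12.59 ± 1.57 (SD, n = 4) in DAKO and 9.33 ± 1.93 (SD, n = 4) in control BAT, a change of 3.26 (standard error 1.25, adjusted p = 0.0650, rank 20). It passed there in a fit with array weights (3.79). In liposarcoma Gpnmb had a signal of 12.91 ± 0.92 (SD, n = 5), a log2 fold change of 3.58 against control BAT at 12 months (standard error 1.18, adjusted p = 0.0358, rank 23) and of 0.32 against DAKO BAT at 12 months (adjusted p = 0.975). The arrays labelled control at 7 and 12 months carry mesothelial signal and had little Ucp1. Those at 7 months also had Lipe at 6.56 to 7.03, against 9.31 to 9.95 on control arrays at 3 months. The HSLAKO call at 3 months was lost without HSLAKO replicate 2 (5.42) or 3 (5.43).

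**Figure D3:**
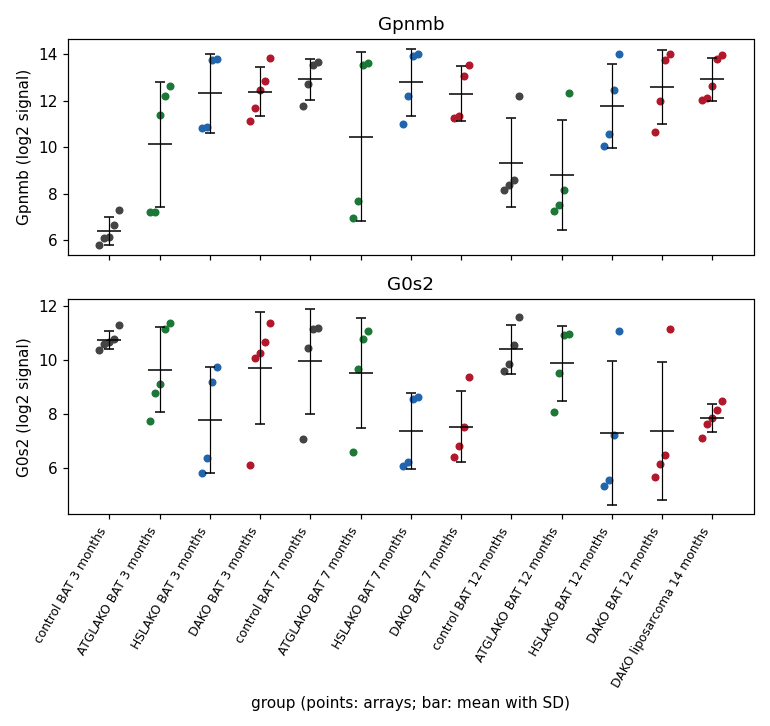
Log2 signal of Gpnmb and of G0s2 (y axes) on each array labelled BAT, by genotype and age in months, and on each liposarcoma array (x axes), with the mean and SD of each group. Gpnmb lies at 6.39 on average in control BAT at 3 months and at 12.92 in control BAT at 7 months.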

Gpnmb is the top up-regulated gene in malignant and also premalignant DAKO BAT, compared to each of the other three genotypes (Fig 3C and 3D). Of note, plasma Gpnmb levels were also significantly (~3 fold) elevated in malignant and also premalignant DAKO mice compared to single knockout and normal controls, as early as 3 months of age, long before detectable liposarcoma development (S3 Fig).

Because Gpnmb is expressed in macrophages [25, 26], we explored whether macrophage expression of Gpnmb might account for its high level in DAKO BAT. Macrophage-related transcripts were found to be higher in HSLAKO BAT than in BAT of DAKO or in the other control lines (S4A Fig), but DAKO plasma shows higher levels of Gpnmb and DAKO BAT shows higher levels of *Gpnmb* expression than do corresponding samples from HSLAKO mice or from the other genotypes (S3 Fig). Therefore *Gpnmb* expression is high in DAKO BAT, and more so than anticipated from the observed level of macrophage infiltration. To explore whether adipocytes express Gpnmb, we performed in vitro differentiation of cultured brown adipocytes isolated from intrascapular DAKO BAT and also of cultured NIH 3T3-L1 white preadipocytes. Gpnmb was detectable after differentiation in both DAKO brown adipocytes and in 3T3-L1 cells (S4B Fig). Taking these observations together, it is likely that the high levels of Gpnmb in DAKO mice arise directly from adipocytes, although a fraction may derive from macrophages.

*G0s2*, the endogenous inhibitor of ATGL [27], is epigenetically silenced in several types of cancer [28, 29]. 

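G0s2 (Entrez Gene 14373, chromosome 1) was not called lower on the arrays labelled DAKO BAT at any age. At 3 months its log2 signal was 9.68 ± 2.06 (SD, n = 5) in DAKO, 9.62 ± 1.58 (SD, n = 5) in ATGLAKO, 7.76 ± 1.96 (SD, n = 4) in HSLAKO and 10.72 ± 0.34 (SD, n = 5) in control BAT. The log2 fold change of DAKO against control was -1.04 (standard error 1.05, adjusted p = 0.604), rank 385 among the falls, and -0.14 without DAKO replicate 4. Against ATGLAKO it was 0.06 and against HSLAKO 1.92. HSLAKO differed from control by -2.96 (standard error 1.11, adjusted p = 0.0734).
Later the difference from control was larger and did not pass: -2.42 at 7 months (standard error 1.17, adjusted p = 0.210, rank 89) and -3.03 at 12 months (standard error 1.17, adjusted p = 0.0680, rank 113). At 12 months it passed without DAKO replicate 3 (-4.29) and with array weights (-3.89). In liposarcoma G0s2 was at 7.83 ± 0.51 (SD, n = 5). The lowest fold changes were those of Ttr, the transport protein transthyretin, at 3 months (-4.43), of leptin at 7 months and of Cyp2e1 at 12 months.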

Interestingly, G0s2 was the transcript showing the greatest down-regulation in DAKO mice compared with normal controls and single knockout mice (Fig 3C and 3D).

Also, well-known liposarcoma markers such as MDM2 and p16/cdkn2 were detected. MDM2 is highly expressed in DAKO BAT at all ages studied (S5 Fig). 

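Mdm2 (Entrez Gene 17246, chromosome 10), the ubiquitin ligase that inhibits p53, was well above background in every group, and its level on arrays labelled DAKO BAT was close to that in control BAT. In DAKO BAT the log2 signal was 9.66 ± 0.16 (SD, n = 5) at 3 months, 9.61 ± 0.28 (SD, n = 4) at 7 months and 10.04 ± 0.55 (SD, n = 4) at 12 months. In control BAT it was 9.37 ± 0.09 (SD, n = 5), 9.67 ± 0.39 (SD, n = 4) and 9.36 ± 0.18 (SD, n = 4). The log2 fold changes were 0.28 (standard error 0.20, adjusted p = 0.412), -0.06 (standard error 0.22, adjusted p = 0.910) and 0.68 (standard error 0.22, adjusted p = 0.0255), none of which passed. Liposarcomas had a signal of 9.83 ± 0.43 (SD, n = 5). At 12 months the change had an adjusted p under 0.01 without DAKO replicate 3 (0.89) and with array weights (0.85), at a fold under the minimum.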

The expression of two inhibitors of Cdk4, Cdkn2a and Cdkn2b, was significantly increased, as a late event, present only in DAKO liposarcomas (S5 Fig). 

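Neither inhibitor gene was called higher on the arrays called liposarcoma. Cdkn2a (Entrez Gene 12578, chromosome 4), which encodes p16, had a log2 signal of 4.82 ± 0.81 (SD, n = 5) in liposarcoma and was above background on 2 of the 5 arrays. On arrays labelled DAKO BAT it was 4.34 ± 0.06 (SD, n = 5) at 3 months, 7.20 ± 3.33 (SD, n = 4) at 7 months and 5.61 ± 2.46 (SD, n = 4) at 12 months, and on those labelled HSLAKO BAT at 12 months 7.47 ± 3.06 (SD, n = 4). The difference of liposarcoma from DAKO BAT at 12 months was -0.79 (standard error 0.81, adjusted p = 0.870). By this probe 0 of the 4 control arrays at 7 months were above background, and the adjusted p of DAKO against control there was 0.0326 (0.00326 without DAKO replicate 1, 0.00436 without DAKO replicate 2 and 0.00941 with a common median). Cdkn2a was at 9.30 to 10.64 on 5 arrays and at most 5.72 on all others: DAKO BAT replicates 3 and 4 at 7 months, DAKO BAT replicate 1 at 12 months and HSLAKO BAT replicates 1 and 2 at 12 months. None of these 5 is called liposarcoma here, and 1 of them is in the DAKO BAT group at 12 months compared above. On these 5 Lipe was at 4.48 to 4.77 and Pnpla2 at 7.21 to 9.08. Control BAT at 3 months had 9.31 to 9.95 and 12.91 to 13.31. Whether the 5 arrays hold tumor was not tested.
Cdkn2b (Entrez Gene 12579, chromosome 4), which encodes p15, was at 7.33 ± 0.59 (SD, n = 5) in liposarcoma, 7.71 ± 1.28 (SD, n = 4) in DAKO BAT at 12 months and 7.15 ± 0.41 (SD, n = 4) in control BAT at 12 months. Liposarcoma differed from DAKO BAT by -0.38 (standard error 0.52, adjusted p = 0.906) and from control BAT by 0.18 (standard error 0.52, adjusted p = 0.873). In HSLAKO BAT at 12 months the signal was 8.85 ± 1.73 (SD, n = 4). The array has no probe annotated to Cdk4.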

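Top2a, Ptn, Ptk7, Tnc and Mmp14 had higher mean signals on arrays labelled DAKO BAT than control BAT at each of 3 ages, and none passed the threshold. Mmp14, a membrane-bound matrix protease, was at 9.70 ± 0.53 (SD, n = 5) in DAKO and 7.47 ± 0.20 (SD, n = 5) in control BAT at 3 months, a log2 fold change of 2.23 (standard error 0.74, adjusted p = 0.0589). It passed with only these 2 groups in the fit and with array weights (2.07). Top2a, the topoisomerase of dividing cells, was at 5.90 ± 0.54 (SD, n = 5) in DAKO BAT at 3 months and above background on none (0) of the 5 control arrays (at least 1.99-fold higher, adjusted p = 0.141). At 12 months its log2 fold change was 1.94 (standard error 0.69, adjusted p = 0.0471). It passed there without DAKO replicate 3 (2.52) and with array weights (1.79).
Tnc, the matrix protein tenascin C, differed by 1.58 at 3 months (standard error 0.96, adjusted p = 0.340), 2.14 at 7 months (standard error 1.08, adjusted p = 0.233) and 1.69 at 12 months (standard error 1.08, adjusted p = 0.297). The growth factor gene Ptn had a signal of 8.01 ± 3.35 (SD, n = 4) in DAKO BAT at 7 months and 5.19 ± 0.48 (SD, n = 4) in control BAT (log2 fold change 2.82, adjusted p = 0.0780, passing without DAKO replicate 1 at 4.02). Ptk7, a tyrosine kinase-like receptor, was above background on 0 of the 5 control arrays at 3 months (adjusted p = 0.778) and differed by 0.20 at 7 and 0.18 at 12 months (adjusted p = 0.831 and 0.817). Of 19 genes of the list of liposarcoma and cancer genes, 16 were higher in DAKO BAT at 3 months (median 0.45, adjusted p = 0.00494 from camera, adjusted p = 0.468 with an estimated correlation), and limma called 0 of them, also when adjusted over the list alone.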

Other cancer-associated genes such as *Top2a*, *Ptn*, *Ptk7*, *Tnc* and *Mmp14* were highly expressed in DAKO mice (S5 Fig). Therefore, the expression of some known liposarcoma-related genes coincides with DAKO liposarcoma development.

### High expression of angiogenesis-related genes in DAKO tumors

To further explore the late onset of tumor formation, we compared premalignant and malignant DAKO BAT. Morphologically, after 7 months, extensive necrosis is observed in BAT of DAKO mice (S6A Fig). Compared to late stage non-tumor BAT samples of DAKO mice, Gene Set Enrichment Analysis for Reactome pathway in DAKO liposarcomas revealed that the pathway with the greatest relative up-regulation of gene expression in DAKO liposarcomas was angiogenesis (S6B Fig), In this pathway, the highest up-regulation was seen for *Esm1*, encoding Endocan, expression of which has been reported to be increased up to 30-fold in human liposarcoma (SW872) cell lines [30, 31]. 

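Genes of angiogenesis were not higher as a group in liposarcoma than on the arrays labelled DAKO BAT at 12 months. The paper's tumor group covers 11 to 14 months (S6 legend), while only the 5 arrays of 14 months are called liposarcoma here, so the groups are unlike. Of 30 genes of the angiogenesis list, 13 were higher and 17 lower in liposarcoma, with a median log2 fold change of -0.14 (adjusted p = 0.669 from camera). Of 17 endothelial markers, 13 were higher and 4 lower (median 0.36, adjusted p = 0.0473, adjusted p = 0.790 with an estimated correlation). In both lists 0 genes were called by limma, over all genes or when adjusted over the list alone. Esm1 (Entrez Gene 71690, chromosome 13), a proteoglycan secreted by endothelial cells, had a log2 signal of 5.64 ± 1.24 (SD, n = 5; 4.51 to 6.99) in liposarcoma and 6.68 ± 2.80 (SD, n = 4; 4.53 to 10.72) in DAKO BAT at 12 months. The log2 fold change of liposarcoma was -1.04 (standard error 1.00, adjusted p = 0.869). At 3 and 7 months DAKO BAT had an Esm1 signal of 4.86 ± 0.44 (SD, n = 5) and 8.00 ± 3.42 (SD, n = 4). The signal of 10.72 was on DAKO BAT replicate 1 at 12 months. It is 1 of 5 arrays with high Cdkn2a, Esm1 and Top2a, none of them called liposarcoma here. Replicates 1 to 3 of the arrays called liposarcoma had Lipe at 9.36, 9.18 and 9.44, so these values do not exclude a rise in tumors.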

Other genes of angiogenesis that show upregulation in DAKO liposarcoma are *Tnc*, *Ptn* and *Tnfrsf12a* (S6B Fig). Together, these results suggest that angiogenesis is a key feature of DAKO liposarcoma development.

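For these genes too, no rise was seen on the 5 arrays called liposarcoma. Replicates 1 to 3 of them had Ucp1 at 13.47, 13.56 and 13.56, and whether all 5 hold tumor is not settled. Lipe on replicates 1 to 3 was at 9.18 to 9.44, near the 9.31 to 9.95 of control BAT at 3 months. This argues against a loss of Lipe transcript on these arrays, so the values below are not shown to be those of DAKO tumors. Tnc was at 7.37 ± 1.71 (SD, n = 5) in liposarcoma and 8.52 ± 2.86 (SD, n = 4) on arrays labelled DAKO BAT at 12 months, a log2 fold change of -1.15 (standard error 1.02, adjusted p = 0.858). Ptn was at 5.46 ± 1.53 (SD, n = 5) and 6.85 ± 2.69 (SD, n = 4), a change of -1.39 (standard error 0.97, adjusted p = 0.834). Tnfrsf12a, the receptor of the cytokine TWEAK, was at 8.23 ± 0.40 (SD, n = 5) and 8.30 ± 1.87 (SD, n = 4), a change of -0.07 (standard error 0.56, adjusted p = 0.990). From the gene set of angiogenesis and these genes, the paper proposes that angiogenesis is a main feature of liposarcoma development in DAKO mice.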

### Differences in gene expression between WAT and BAT were reduced in DAKO mice

Morphologically, BAT samples from single knockout and DAKO mice show monolocular lipid droplets, as in WAT (Fig 2A). We compared expression data from WAT and BAT of three-month-old mice (S7 Fig). 

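In the main fit few genes separated the arrays labelled BAT from those labelled WAT at 3 months. In control mice 3 genes were higher in BAT and 0 lower in limma (1969 genes at an unadjusted p under 0.05, 1 called on the authors' normalized values). Ccno, a cyclin, was at 6.27 ± 0.24 (SD, n = 5) in BAT and 4.60 ± 0.09 (SD, n = 3) in WAT, where 0 of the 3 arrays were above background, and at least 2.84-fold higher in BAT (adjusted p = 0.00204). The kinase gene Pim1 was higher by 2.04 (standard error 0.41, adjusted p = 0.00903), with -0.08 by another of its probes, and the protease gene Pcsk4, named after its values were seen, by 1.501 (standard error 0.26, adjusted p = 0.00204). In ATGLAKO mice 2 genes were higher in BAT and 35 lower (7 called on the authors' values). Ccl21b, a chemokine of lymphoid tissue, had a log2 fold change of -3.90, a call lost without any 1 of 9 of the 10 arrays (-3.97 to -3.63), and all 9 mesothelial markers were lower in BAT (median -1.58, adjusted p = 2.10e-07 from camera, adjusted p = 0.406 with an estimated correlation). In HSLAKO mice 0 genes passed (205 at an unadjusted p under 0.05), and in DAKO mice 0 (182 at an unadjusted p under 0.05). The difference between tissues was itself not shown to differ between DAKO and control mice (0 genes, 790 at an unadjusted p under 0.05). By markers the WAT groups are mixed. Mesothelial signal was on 1 of 3 arrays labelled control WAT, on 4 of 5 labelled ATGLAKO WAT and on none labelled HSLAKO or DAKO WAT. Control WAT replicates 2 and 3, without it, had Ucp1 at 13.60 and 13.29, near the 13.61 to 13.82 of control BAT. The comparisons here are between labels and do not settle how far the tissues differ.
All 16 brown adipocyte markers were higher in BAT of control mice (median 1.96, adjusted p = 6.22e-04, adjusted p = 0.610 with an estimated correlation) and of ATGLAKO mice (median 2.50, adjusted p = 4.45e-08, adjusted p = 0.415 with an estimated correlation). In HSLAKO mice all 16 were lower in BAT (median -0.58, adjusted p = 0.00306, adjusted p = 0.714 with an estimated correlation), and in DAKO mice 12 were higher and 4 lower (median 0.49, adjusted p = 0.0817). None of these brown adipocyte markers passed over all genes by limma, and 5 passed in ATGLAKO mice when adjusted over the list alone.
The Ccno call was lost without control WAT replicate 1 (adjusted p = 0.0563) or 3 (adjusted p = 0.0180) and the Pim1 call with any 1 of the 8 arrays left out (1.84 to 2.23). The control count was 1 without control BAT replicate 2, 0 without control WAT replicate 1, 11 without control WAT replicate 2, 1 without control WAT replicate 3 and 317 in a fit with array weights, where most were lower in BAT (73 higher and 244 lower). The ATGLAKO count was 17, 5, 6 and 14 without BAT replicates 1, 2, 3 and 5, 3, 1, 1 and 1 without WAT replicates 1 to 4, and 266 without WAT replicate 5, the 1 array labelled ATGLAKO WAT with no mesothelial signal, and it was 30 higher and 584 lower with a common median and with array weights 233 of 548 genes were lower, so that more were higher.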

The number of genes that are differentially-expressed between brown and white adipose tissues is smaller in DAKO mice (114) than in normal controls (435), ATGLAKO (228) or HSLAKO mice (350) (S7A Fig). A subset of 48 genes is differentially expressed between BAT and WAT in all genotypes studied (S7B Fig). 

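No gene was differentially expressed between arrays labelled BAT and WAT in all 4 genotypes (0 genes from limma). At an unadjusted p under 0.05 by any of its probes, 1 gene was, Elmo1, an adaptor protein of cell engulfment that was named after its values were seen, and 0 were in the same direction in all 4. In all, 40 genes were called in at least 1 genotype and 0 in 2 or more. Ucp1 (Entrez Gene 22227, chromosome 8) had a log2 fold change of BAT over WAT of 3.07 in control mice (standard error 2.26, adjusted p = 0.576), where WAT was at 10.62, and of 7.17 in ATGLAKO mice (standard error 1.96, adjusted p = 0.0281), where WAT was at 6.35. In HSLAKO mice it was 12.04 in BAT and 12.71 in WAT (log2 fold change -0.67), and in DAKO mice it differed by 2.09 (standard error 2.08, adjusted p = 1.00), with WAT at 11.07. For Lep the log2 fold change was -3.75 in control mice (adjusted p = 0.166) and 0.12 in DAKO mice. From the numbers of genes in each genotype, the paper states that the differences between BAT and WAT are reduced in DAKO mice.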

Based on these markers we performed time-course analyses. A subset of these BAT markers (Ucp1, Cidea, Cox8b) decreased progressively in DAKO BAT (S8 Fig). 

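The 3 brown adipocyte genes had lower mean signals on arrays labelled DAKO BAT at 7 and 12 months than at 3 months, with a wide spread between arrays. Ucp1 was at 13.15 ± 0.75 (SD, n = 5) at 3 months, 9.12 ± 5.29 (SD, n = 4) at 7 months and 7.81 ± 3.94 (SD, n = 4) at 12 months. Cidea, a lipid droplet protein of brown adipocytes, was at 13.11 ± 0.77 (SD, n = 5), 9.08 ± 4.79 (SD, n = 4) and 7.95 ± 4.01 (SD, n = 4). Cox8b, a subunit of cytochrome c oxidase, was at 13.39 ± 0.72 (SD, n = 5), 9.69 ± 4.87 (SD, n = 4) and 8.62 ± 4.42 (SD, n = 4). Over the 3 ages, every arrangement of the 13 arrays was counted (exact permutation test on F, 90090 arrangements): p was 0.132 for Ucp1, 0.111 for Cidea and 0.176 for Cox8b, each 0.177 after adjustment over 4 genes. From 3 to 12 months Ucp1 differed by -5.34 (standard error 2.08, adjusted p = 0.288 from limma), and it passed only with array weights (-5.40), as did Cidea (-5.41). On arrays labelled control BAT, which carry mesothelial signal at the later ages, the Ucp1 signal was 13.69 ± 0.09 (SD, n = 5), 6.25 ± 2.02 (SD, n = 4) and 4.50 ± 0.15 (SD, n = 4).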

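Pparg (Entrez Gene 19016, chromosome 6) had a lower mean signal on arrays labelled DAKO BAT than control BAT at 7 and 12 months, and the difference did not pass the threshold. In DAKO BAT it was at 11.24 ± 0.35 (SD, n = 5), 9.22 ± 2.41 (SD, n = 4) and 8.93 ± 2.48 (SD, n = 4) at 3, 7 and 12 months, and in control BAT at 11.26 ± 0.22 (SD, n = 5), 11.07 ± 0.54 (SD, n = 4) and 11.58 ± 0.12 (SD, n = 4). The log2 fold changes were -0.03 (adjusted p = 0.991), -1.85 (standard error 0.86, adjusted p = 0.188) and -2.65 (standard error 0.86, adjusted p = 0.0264). At 12 months the difference passed without DAKO replicate 3 (-3.54), with array weights (-2.38) and with arrays scaled to a common median (-3.07). Over the 3 ages in DAKO BAT, F was 2.01 (exact permutation p = 0.177).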

Of note, Pparγ, a critical regulator of identity and differentiation in white and brown adipocytes [32], is slightly but significantly down-regulated in 7- and 12-month-old DAKO BAT (S8 Fig).

### Gene expression and copy number changes in DAKO liposarcoma and in human cancers

In order to explore whether some of the changes observed in DAKO liposarcoma might also be present in some human liposarcomas and other tumors, gene expression data from 58 DDLS patients from the TCGA data [33] were analyzed. Analysis of the orthologues of the 21 genes that were consistently differentially-expressed in DAKO BAT, revealed that *LIPE*, *PNPLA2* and *G0S2* are also among the five most down-regulated genes in human liposarcoma (Figs 3C and 4). Therefore, tissue specific inactivation of *Pnpla2* and *Lipe* causes liposarcoma in mice, and down-regulation of *PNPLA2* and *LIPE* expression occurs in human DDLS.

**Fig 4:**
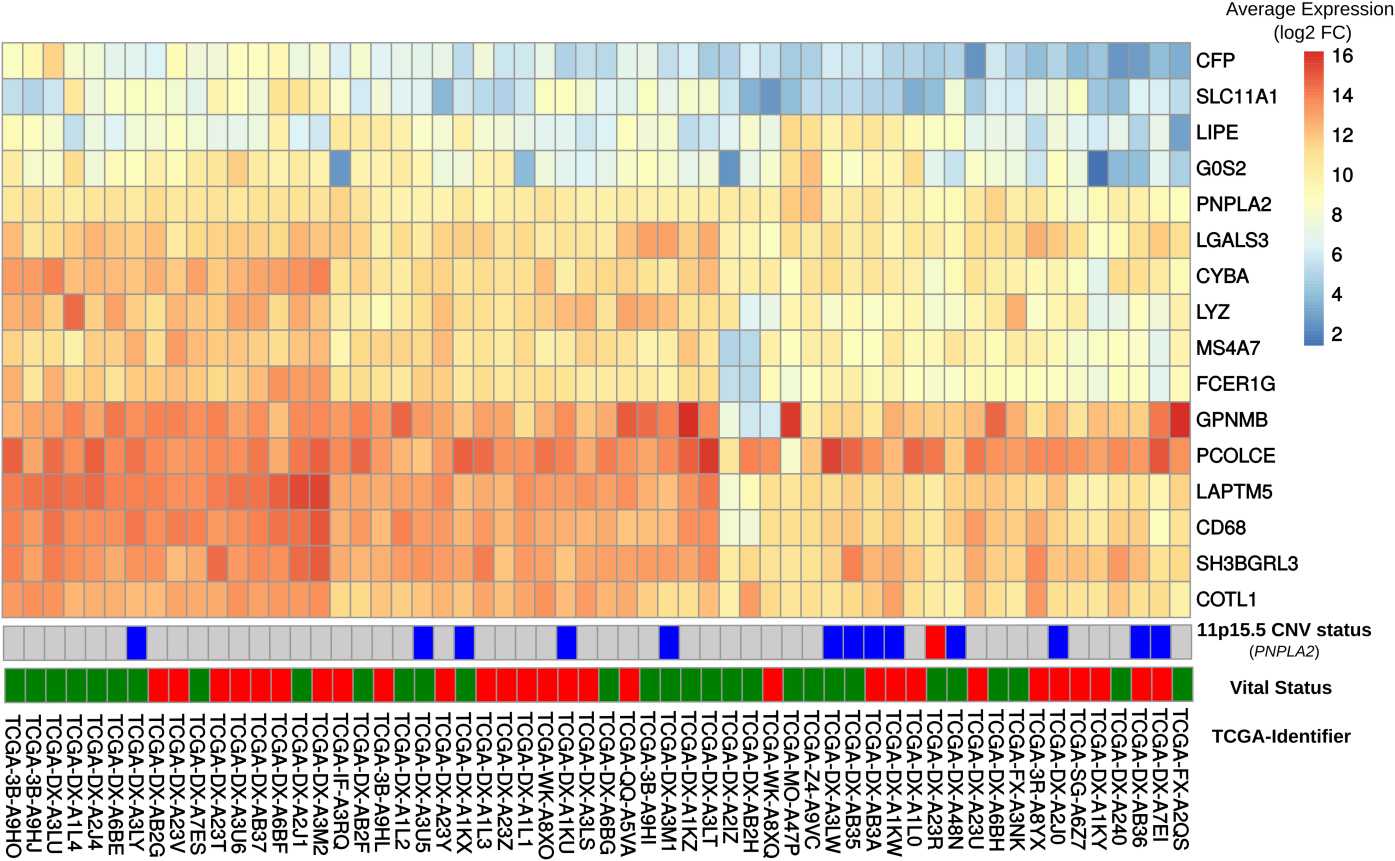
Comparison of gene expression in DAKO adipose tissue and in human dedifferentiated liposarcomas. Heatmap displaying gene expression patterns for all human-mouse orthologous genes in the publicly-available data set of 58 dedifferentiated liposarcomas. The vital status line indicates dead (red) or alive (green).

We also examined the expressions of *GPNMB* and *PCOLCE* in the 58 DDLS samples. No significant difference was found in the small number of samples, although there was high variability among the samples. Interestingly, among the 497 different types of cancer-related expression profiles in TCGA, *GPNMB* and *PCOLCE* were highly expressed in the two available pleomorphic liposarcoma samples (S9A Fig) and in sarcoma samples in general (S9B Fig).

In addition, copy number analysis for 265 patients with soft tissue sarcoma from the TCGA dataset was performed to test the hypothesis that *PNPLA2* and *LIPE* might be tumor suppressors in some tissues. The loss of chromosome 11p15.5 harboring *PNPLA2* was significantly associated (p < 0.01, chi-square) with soft tissue sarcomas (S10 Fig). In contrast, copy number changes of the region on chromosome 19q13 containing *LIPE* were not observed (S10 Fig).

## Discussion

Our study showed that the combined deficiency of the two major lipases of adipose tissue, ATGL and HSL, causes a unique form of liposarcoma with complete penetrance in mice. This clearly reveals a positive synergistic epistatic interaction between the *Pnpla2* and *Lipe* genes, because neither single lipase deficiency causes liposarcoma.

There is growing interest in epistasis in cancer. Most cancers cannot be solely explained by single, highly-penetrant genetic changes [20, 21]. Large scale genetic analysis of human cancers has revealed co-enrichment (~5 to 16 fold) of genes whose products are known to physically or functionally interact in a tissue specific manner [20]. However, to date, few examples of functionally-proven biochemical interactions between members of the same metabolic pathway have been directly linked to epistatic mechanisms of cancer [21].

Each lipase of the lipolytic pathway shown in Fig 1 has clearly been related to cancer. Activation of monoacylglycerol lipase (MGL), which catalyzes the last step of lipolysis, promotes the progression of several cancers [34]. MGL has multiple physiological roles in addition to the cleavage of monoacylglycerols [35]; the mechanism by which MGL activation promotes cancer is unclear. ATGL is now linked to cancer in many ways. Deficiency of CGI-58, the coactivator of ATGL encoded by *ABHD5*, results in increased tumorigenesis and malignant transformation in mice and *ABHD5* deletions occur in several human cancers [36]. G0S2, the endogenous inhibitor of ATGL, is epigenetically methylated in several cancers [28], has been considered to function as a tumor suppressor [37] and is markedly down-regulated in DAKO adipose tissue and DAKO liposarcoma. Al-Zougbi et al [19] recently reported lung cancer in 25% of ATGL-deficient mice that had prolonged survival. This group also studied ATGL copy number in a variety of human malignancies, and tested ATGL expression histochemically in human lung adenocarcinoma and squamous cell carcinoma, pancreatic intraductal neoplasia and adenocarcinoma and uterine leiomyosarcoma. They found lower ATGL expression in these cancers than in the corresponding normal tissues. The authors hypothesized that reduction of ATGL might reduce fatty acid availability and oxidation by the tumor cells, increasing their dependence on other energy sources like glucose and glutamine. A role for HSL in cancer development is less well documented than for MGL and ATGL, but a study of patients with well-differentiated and dedifferentiated liposarcoma showed that loss of the chromosome 19q13 region containing *LIPE* occurred frequently in DDLS, and that this was associated with decreased survival [18]. HSL deficiency is clearly essential for the development of DAKO liposarcomas. Taken together, these observations suggest that disruption of lipolytic pathway enzymes may occur widely in cancer and sometimes can be the primary and sufficient cause of cancer, as in DAKO liposarcoma.

ATGL and HSL are closely related metabolically. Functional overlap between these two lipases, as directly shown by lipolysis in isolated DAKO adipocytes and by intolerance to short fasting in DAKO mice, provides a potential mechanism for the epistatic phenomenon that occurs when both are deficient. During revision of this article we noted the description by Bi *et al* [38] of a mouse model of liposarcoma caused by adipocyte-specific overexpression of Notch1 intracellular protein (N1ICP). The authors conclude that deficiency of fatty acids within adipocytes and reduction of PPAR-γ signaling are critical events in the development of that form of liposarcoma. Intriguingly, although N1ICP-related liposarcomas occur in white adipocytes whereas DAKO liposarcoma occurs in brown adipose tissue, both the DAKO and N1ICP-related liposarcomas occur with complete penetrance, and in both, intracellular fatty acid pools and PPAR-γ signaling are predicted to be reduced. The discovery of the precise mechanism(s) by which combined deficiencies of ATGL and HSL cause liposarcoma will require further study. In DAKO BAT, major changes in gene expression are present by 3 months. This premalignant state may provide clues to the conditions under which DAKO liposarcomas develop.

In conclusion, our findings suggest that a synergistic epistatic interaction between two functionally related genes of the lipolysis pathway plays an important role in cancer development. The DAT mice described here provide a novel system for deciphering the early stages of development of liposarcoma and for testing prognostic markers and preventive treatment strategies.

## Materials and methods

### Ethics statement

Experiments were approved by Animal Facility Committee of CHU Sainte-Justine Hospital (protocol 620) according to the guidelines of the Canadian Council on Animal Care (http://www.ccac.ca/en_/).

### Creation of ATGLAKO, HSLAKO and DAKO mice

Four mouse strains were used: normal controls, mice deficient in adipose tissue for ATGL (ATGLAKO), HSL (HSLAKO) or both (DAKO). The creation of ATGLAKO mice was described previously [39]. HSLAKO mice were homozygous for a floxed allele of *Lipe* and harbored a transgene, from which Cre is expressed from a *Fabp4* promoter, which is active in adipose tissues. Further details about the creation of HSLAKO mice are provided in S1 Text. DAKO mice were created by breeding of the two single knockout lines. Mice expressing only the Fabp4-Cre transgene were used as controls. Each targeted allele had been transferred for at least 8 generations to a C57BL/6J background.

### Mouse breeding and handling

Mice were raised with a light-dark cycle with lights on at 7am and off at 7pm, and free access to water and food (no. 2019, Teklad Global Rodent, 9% fat; Harlan Laboratories, Madison, WI). Mice were housed at 21° C unless otherwise specified. For sacrifice, mice were anesthetized with sodium pentobarbital (Somnotol; MTC Pharmaceuticals, Hamilton, Ontario, Canada). After cardiac puncture, organs were rapidly removed, weighed, and frozen. Experiments were approved by the Canadian Council on Animal Care-accredited animal facility committee of CHU Sainte-Justine Hospital.

### Western blotting & plasma GPNMB measurement

Western blotting was performed as described [40]. The following antibodies were used: ATGL (#10006409–1, Cayman Chemical), HSL [40], UCP-1 (# RB-10599-P0, Lab vision corporation) and GPNMB (#AF2330-SP, R&D Systems). Plasma levels of GPNMB soluble protein were measured using the commercially available ELISA kit from ORIGENE (EA100800).

### Lipolysis in isolated adipocytes

Isolation of adipocytes and measurement of lipolysis were performed as described [39].

### Fasting tests in lipase-deficient mice

Six mice of each genotype, aged 3 months, were fasted starting at 7am. Plasma glucose was measured at 12 noon.

### Thermogenesis

Six mice of each genotype, aged 2.5 months, were placed at 4°C. Five hours after food removal, body temperature was measured using a rectal thermometer (BAT-10 Thermometer; Physitemp Instruments, Inc., Clifton, NJ).

### Whole-transcriptome analysis

Interscapular BAT from 3, 7 and 12-month old mice for tumor and non-tumor BAT and perigonadal WAT was rapidly obtained from anesthetized 5h fasted mice, then was snap frozen in liquid nitrogen. RNA was extracted using the RNeasy Lipid Tissue Mini Kit (QIAGEN, Cat. No.74804). Illumina mouse Ref-8 v2.0 Expression BeadChips were used for whole-transcriptome profiling. http://support.illumina.com/array/array_kits/mouseref-8_v2_expression_beadchip_kit/questions.html. Raw expression data was obtained as output from the BeadArrray system via the Beadstudio software interface. Quality control and preprocessing of the raw data was performed using the R & Bioconductor software suite. Linear models for microarray data (limma) were used to identify significant expression differences of genes between biological replicates. Probe identifiers were mapped to HGNC symbols and Refseq identifiers for subsequent pathway and Gene Set Enrichment Analysis. For differential gene expression analysis, all possible comparisons between the three genotypes and the normal controls were designed. Genes designated as having significant differential expression had a p-value threshold of 0.01 after correction for multiple testing by the false discovery rate method (FDR) [41]. Genes were sorted according to the empirical Bayes log odds of differential expression (B value) and the adjusted p values. Hierarchical clustering of genes based on Pearson’s correlation coefficients revealed groups of genes with similar expression patterns across genotypes. Groups of differentially-expressed genes were displayed as heatmaps or Venn diagrams. Gene Set Enrichment analysis was performed using the standard parameters for the Reactome pathway hallmark data set (www.broadinstitute.org/gsea/msigdb/collections) [22, 23].

### Expression and CNV data from sarcoma patients

Gene expression and CNV data from 265 soft sarcoma patients (SARC cohort) and 972 breast cancer patients was obtained from the TCGA dataset [33] via the firebrowse data repository (www.firebrowse.org). Expression data was analyzed for a subset of 58 patients with dedifferentiated liposarcoma based on human-mouse ortholog comparisons in the DAKO mouse model. CNV data was processed using GISTIC2 [41] and estimated values were assigned to the following thresholds of -2, -1, 0, 1, 2, representing homozygous deletion, single copy deletion, diploid normal copy, low-level copy number amplification, or high-level copy number amplification, respectively. The gene visible data source (www.genevisible.com), containing expression profiles of 497 cancers, and the TCGA dataset were used to visualize cancer-specific expression profiles for PCOLCE and GPNMB. CNV data from 265 soft tissue sarcoma patients from the TCGA resource was analyzed to identify gene deletions and losses associated with chromosomal regions harboring PNPLA2 and LIPE.

### Culture and differentiation of interscapular brown adipocytes and NIH 3T3-L1 cells

Interscapular brown adipocytes from 3-day-old mice were isolated and cultured, then differentiation was induced as described [42]. NIH3T3-L1 cells were cultured and differentiation was induced as described [43].

### Web resources

Reactome pathway hallmark data set; www.broadinstitute.org/gsea/msigdb

Broad portal for TCGA cancer data set; www.firebrowse.org

Genevisible expression data set; www.genevisible.com

## Supporting information

S1 Text Materials and methods for creation of mice with tissue-specific HSL deficiency.

S1 Fig Knockout of *PNPLA2* and *LIPE* in adipose tissue. Efficient knockout of *Pnpla2* and *Lipe* in adipose tissues. (A) Southern blot demonstrating Lipe gene deletion in HSLAKO mice. (B) Western blot showing levels of ATGL and HSL in perigonadal WAT and interscapular BAT according to genotype. (C) mRNA expression of Pnpla2 and Lipe in brown adipose tissue (BAT) and white adipose tissue (WAT), measured by qPCR.
(TIF)

S2 Fig Functional consequences of ATGL and HSL deficiencies in WAT and BAT in single and double knockout mice. (A) Lipolysis in isolated adipocytes. Adipocytes were isolated from the perigonadal fat pad and lipolysis was maximally stimulated by incubation with the beta-3 adrenergic agonist, CL316, 243. (B) Maintenance of plasma glucose level during fasting. 3-month-old mice of the indicated genotypes were fasted for 5 hours. (C) Cold tolerance, measured as body temperature after housing at 4°C for 5 hours. *, p < 0.05; **, p < 0.01; ***, p < 0.001.
(TIF)

S3 Fig Circulating levels of Gpnmb. Gpnmb levels of 3- and 12-month-old mice of the indicated genotypes. *, p < 0.05; **, p < 0.01; ***, p < 0.001.
(TIF)

S4 Fig The origin of Gpnmb expression in adipose tissue samples. (A) Expression of macrophage marker mRNAs in brown adipose tissue of mice. (B) Western blot showing Gpnmb expression before and after in vitro differentiation, in cultured DAKO brown adipocytes from DAKO mice and in NIH-3T3 L1 cells. *, p < 0.05; **, p < 0.01; ***, p < 0.001.
(TIF)

S5 Fig Heatmap of the expression of genes related to liposarcoma and other cancers. Heatmap showing the sarcomas and other cancer-associated gene expression in four genotypes of mice studied. Sample type (liposarcoma, BAT) and genotype are indicated in the dendrogram on the top. The genes in question are listed on the right.
(TIF)

S6 Fig Transcriptomic profiling of tumor tissue. (A) Haematoxylin-eosin stained DAKO BAT at four time points (3, 7, 9 and 12 months). (B) Differential expression analysis, comparing pre-cancerous BAT and liposarcoma tissue, highlighting the most up- and down-regulated genes identified in transcriptome analysis. Candidate genes involved in angiogenesis are displayed as boxplots for four different time points: early (3 months), mid (7 months), late (12 months) and tumor (11–14 months).
(TIF)

S7 Fig Transcriptomic profiling of brown and white adipose tissue. (A) Venn diagram highlighting differentially expressed genes between brown and white adipose tissues for all possible genotype combinations in three-month-old mice. (B) Heatmap displaying the subset of 48 differentially-expressed genes for all genotypes. Commonly-used markers for BAT (Ucp1, Cidea, Cox8b) are highlighted in red.
(TIF)

S8 Fig Expression changes in premalignant brown adipose tissue. Time course analysis of BAT markers Ucp1, Cidea, Pparγ and Cox8b prior to tumor development in the course of 12 months. Significant down regulation of genes was assessed by comparing expression means using ANOVA. **, p < 0.01; *, p < 0.05.
(TIF)

S9 Fig GPNMB and PCOLCE as prognostic markers for liposarcoma. (A) Data from the genevisible dataset containing 497 different cancer expression profiles highlighting the 10 cancers with the highest expression of the two potential markers GPNMB and PCOLCE. (B) Data from the TCGA dataset, visualized by the Firebrowse website available through the Broad Institute indicating expression levels of GPNMB and PCOLCE across all available cancer subtypes. SARC, sarcoma
(TIF)

S10 Fig Copy number variation in 265 human sarcomas. (A) Cosmic annotation of CNVs in 265 patients with soft tissue sarcomas. The 11p15.5 region containing PNPLA2 is boxed. (B) Chromosomal region 11p harboring PNPLA2 has a significantly increased deletion frequency. Chromosomal region 19q, containing LIPE, does not show copy number variation.
(TIF)

# Supplementary material for: Epistatic interaction between the lipase-encoding genes Pnpla2 and Lipe causes liposarcoma in mice
**Source:** PLoS Genet. 2017 May 1;13(5):e1006716. doi: 10.1371/journal.pgen.1006716
**Supplement:** S1 Text

**Supporting information**

**Materials and Methods**

**Creation of mice with tissue-specific HSL deficiency**

**Targeting Vector Construction**

The HSL targeting vector contains LoxP sites flanking a bacterial neomycin resistance gene (Neo) and exon 1 of *Lipe*. *Lipe* sequences were from the 7.5 kb BamHI subclone of the previously-described 129 mouse *Lipe* genomic clone (PMID: 9060404). For the 5’ lox site and Neo cassette, we modified the pMC1neo PolyA vector (Stratagene, La Jolla, CA). First, the unique XhoI site, situated 3’ to the Neo cassette, was replaced by an AflII site. Then, the BamHI and HindIII sites of the pMC1neo PolyA polylinker, 5’ to the Neo cassette, were digested and blunted. A synthetic oligonucleotide, containing a 5’ AflII site and the LoxP sequence, was cloned into the blunted BamHI and HindIII site. The AflII fragment from the resulting vector contained a 5’ Lox sequence plus the Neo cassette. This fragment was cloned into the naturally-occurring AflII site of the *Lipe* genomic subclone, 763 bp 5’ of the initiation ATG codon in *Lipe* exon 1. For the 3’ LoxP sequence, a synthetic oligonucleotide containing the LoxP sequence flanked by EcoRV sites was introduced into the naturally-occurring EcoRV site of the *Lipe* genomic subclone, 1174 bp downstream of the initiation ATG codon of *Lipe*. The final ~8.5 kb targeting insert containing the Neo cassette and the floxed *Lipe* exon 1, was cloned downstream from a thymidine kinase cDNA with a phosphoglycerate kinase promoter. The *Lipe* fragment has a 0.9 kb short arm and a 4.8 kb long arm.

**HSL (*Lipe*) gene targeting in embryonic stem (ES) cells**

Targeting of *Lipe* was performed in J1 ES cell line from 129S/VJ mouse, using linearized targeting vector, as described (PMID: 17070019).

**Genotyping of the targeted *Lipe* allele by PCR and Southern Blotting**

ES cell colonies detected by positive-negative selection were first screened by PCR. The ES cells were washed with PBS, and then lysed. The cell lysates were digested with proteinase K as described (PMID: 9817922). 20% of the lysate was used for PCR amplification. PCR conditions were as described previously (PMID: 9817922) using the sense primer LipM100 (5’-AGTCTGAGCAAGGAGAGCCT -3’), which is outside the targeting vector, corresponding to residues -1759 to -1739 nt upstream of ATG and the antisense primer Neo-4 (5’-GATTCGCAGCGCATCGCCTT). The presence of a 1.2-kb fragment was diagnostic for the targeted allele. We found 27 targeted clones by screening 60 ES cell colonies (45%). The targeted ES cell clones were confirmed by Southern blotting. ES cell genomic DNA (5 µg) was digested with EcoRI and probed with a 1.6 kb BamHI fragment (PMID: 9060404), located outside the targeting vector and corresponding to residues -3355 to -1796 nt upstream of ATG. The probe detected 9.1-kb and 7.7-kb fragments for the normal and targeted alleles, respectively.

**Production of mice with HSL deficiency in adipose tissue**

Targeted ES cell clones were microinjected into C57BL/J blastocysts and transferred to pseudopregnant recipients. Chimeras were bred to C57BL/J mice. Agouti-colored offspring were genotyped to identify heterozygotes (+/flox). In order to obtain excision of exon 1 of the *Lipe* gene in adipose tissue, a Cre-recombinase transgene driven by the Fabp4-Cre promoter (B6.Cg-Tg (Fabp4-Cre) 1 Rev/J, 005069, The Jackson Laboratory, Bar Harbour, ME) was introduced by breeding with HSL^+/flox^ mice. Mice heterozygous for the targeted *Lipe* allele and for the Cre transgene (HSL^+/flox^ Cre^+^) were interbred to obtain homozygotes for the floxed *Lipe* allele that expressed the Cre transgene (HSL^flox/flox^ Fabp4-Cre ^+^). HSL^flox/flox^ Fabp4-Cre ^+^ mice were designated as HSLAKO (HSL adipose knockout) mice. HSL^+/+^ Fabp4-Cre ^+^ mice served as controls.

**PCR detection of Cre transgenes**

This was performed with Cre-1 (5’-GATGGACATGTTCAGGGATC-3’ and Cre-2 (5’-AGCTTGCATGATCTCCGGTA-3’) primers. Cre-1 is a sense primer, corresponding to nucleotides 80 to 100 bp of the Cre cDNA; and Cre-2 is an antisense primer, corresponding to residues 916 to 936 bp.

How the deposited data were processed for this re-analysis (not part of the article)

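RNA from interscapular BAT of control, ATGLAKO, HSLAKO and DAKO mice at 3, 7 and 12 months, from perigonadal WAT at 3 months and from DAKO liposarcomas was measured on 72 Illumina MouseRef-8 v2.0 arrays. The values were grouped by the deposited labels into 17 groups of 3 to 5 arrays, and the 5 arrays labelled DAKO brown adipose at 14 months are called liposarcoma after Fig 1D and the legend of S6. The authors extracted RNA with a lipid tissue kit and exported the raw data from BeadStudio. A first deposited table holds the bead signal of each probe as an intensity on a linear scale, with no normalization between arrays. Beside each of these intensities the authors deposited a detection p-value against the negative control beads of the array. The other deposited table holds intensities that the authors normalized between the arrays, on a linear scale from 142.6 to 19393. Its values have the same ranks within each array as the raw signals (rank correlation 1). The functions that the authors used for this step are not named in the paper's text.

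The raw signals were background corrected and quantile normalized with neqc in limma 3.58.1 (R 4.3.3), using the detection p-values, and taken to the log2 scale. Of 25697 probes, 18083 with a detection p under 0.05 on at least 3 arrays were tested. Gene symbols were updated through Entrez Gene identifiers: 23978 probes had 1 symbol and 1719 had none. For values of single genes and for gene lists, each of the 12265 genes was represented by its tested probe with the highest mean over all arrays. Median raw signals ran from 94.7 to 160.6 and the share of detected probes from 44.8 to 54.8%, and the number of arrays per group limits the precision. No values were missing, and 0 pairs of arrays were identical.

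All groups were fitted in 1 linear model with limma's moderated tests (55 residual degrees of freedom), with Benjamini-Hochberg adjustment over all tested probes. A gene was counted as differentially expressed when at least 1 of its probes had an adjusted p under 0.01 and a log2 fold change over 1.5 in size. The pipeline was tested on simulated data. Between DAKO and control BAT at 3 months, 50 probes each were shifted by 2, 3, 4 or 5 on the log2 scale. Of these, 86, 84, 96 and 98% were called, and 0 unchanged probes were. The simulated noise was independent between probes, with the same spread in every group, and only brighter probes were shifted. The real groups differ in spread, so these shares do not carry over to the real arrays. In all, 39 lists of genes of pathways and cell types were tested at an adjusted p under 0.05. The tests were camera (preset correlation 0.01, and an estimated correlation) and fry (statmod 1.5.0). With an estimated correlation camera called no list in any comparison, so a miss there does not tell lists apart. Of the list members, 4 current symbols (C3, Eno1, H19 and Dsp) had been matched through old synonyms to other genes (Olfr48, Eno1b, Nckap1 and Dspp), and without these 0 of the 39 lists changed side of the threshold in DAKO against control BAT at 3 months. Where a gene was above background on no array of a group, the fold is a bound (at least N-fold), from the brighter group's mean and the lowest signal above background on each array of the other. Principal components were computed on the tested probes of 24 arrays, and distances between group centers were tested by exact permutation. Trends over the 3 ages were tested by exact permutation of F.

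Genes were named by a rule: every gene that the paper names for these arrays, and the 5 genes with the largest rise and the 5 with the largest fall in each main comparison (10 for DAKO against control at 3 months and for liposarcoma), among those called and with no overlap between the arrays of both groups. Members that passed in the lists were also named. The alternatives were the authors' normalized values, no background correction, normexp with an offset of 50, scaling to a common median, no filter or a stricter filter on dim probes, only the compared groups in the fit, trend and robust variances, array weights, the replicate number or the mouse as a block, other thresholds, probes in place of genes, other probes of a gene, and leaving out each array. A block for the slide could not be fitted, since the slides are not given. Added after the values were seen were leaving out the arrays with mesothelial signal, leaving out the 4 list members matched to other genes, leaving out single arrays for 7 further genes named in the text, and the lists at an estimated correlation and the adjusted principal component tests under other settings. No array was left out of the main comparisons or assigned to another group.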

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

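The tests of the order of the array names, of admixed perigonadal fat and of brown fat that turned white were chosen only after the result was seen.

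Of the 51 arrays labelled BAT at 3 to 12 months, 11 carried signal of mesothelial genes, which the paper does not examine, and 11 of 16 arrays labelled WAT had none. Perigonadal fat mixed into interscapular BAT is argued against, since the highest Ucp1 signal on those BAT arrays lay 5.36 log2 units below the lowest array labelled control BAT at 3 months. Brown fat that turned white with age or genotype leaves unexplained 7 arrays labelled WAT whose Ucp1 signal was within 1 log2 unit of that array. What stays open is that the array names may be listed in another order than the values: in alphabetical order of the names, 1 pair of neighbours differed in mesothelial signal, against a median of 25 and a lowest of 11 in 100000 random orders (permutation test, one-sided, p = 1e-05, the smallest they can give). The 16 arrays with this signal, as many as the 16 labelled WAT, stand at positions 1 to 16 of that order. The deposited order had 6 such pairs, with the same p because 100000 random orders give no smaller one. The p therefore does not rank the 2 orders, and like names on like arrays would lower both counts. With names exchanged only within groups, 1 of 360 arrangements had as few as alphabetical order, and the next lowest had 3. Differences between mouse cohorts remain untested. In a count also made after the result was seen, 2 of 8 pairs of BAT and WAT arrays with the same mouse label had Y-linked Eif2s3y signal on only 1 array. A difference between cohorts does not give this within 1 mouse. While the order of the names stays open, comparisons between labels do not test the paper's groups.

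The difference between arrays labelled DAKO and control BAT was not the same at each age by a direct test in limma. It changed in 196 genes between 7 and 3 months and in 124 genes between 12 and 3 months. All 4 arrays labelled control BAT at 7 months and all 4 at 12 months are among those with mesothelial signal. Their Ucp1 was at 4.34 to 8.25 and 4.33 to 4.69, against 13.61 to 13.82 on the control arrays at 3 months. Lipe on the control arrays at 7 months was at 6.56 to 7.03. It was at 9.31 to 9.95 on those at 3 months and 9.37 to 9.87 on those at 12 months. The control arrays at 7 months thus differ from those at 3 months also in a knockout target. A DAKO effect that changes with age can therefore not be told apart from a change of the control tissue or from this difference in Lipe.

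Single arrays lay far from the others of their group in 18 of 128 cases tested, where chance gives about 1 in 20 of independent cases. These cases are not independent, since several genes were looked at on the same arrays and some arrays were flagged for more than 1 gene. For Pnpla2, ATGLAKO BAT replicate 2 at 7 months was at 10.17 (others 12.98 to 13.29). For Lipe, HSLAKO BAT replicate 3 at 12 months was at 7.14 (others 4.48 to 4.61) and DAKO BAT replicate 3 at 12 months at 7.37 (others 4.74 to 5.16). For Gpnmb, control BAT replicate 4 at 12 months was at 12.20 (others 8.14 to 8.58). For G0s2, DAKO BAT replicate 4 at 3 months was at 6.10 (others 10.06 to 11.36) and DAKO BAT replicate 3 at 12 months at 11.14 (others 5.65 to 6.46).

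For Ucp1, ATGLAKO BAT replicate 4 at 12 months was at 6.65 (others 13.23 to 13.52), ATGLAKO WAT replicate 5 at 13.47 (others 4.24 to 4.88), HSLAKO BAT replicate 3 at 12 months at 12.72 (others 4.26 to 5.17) and DAKO BAT replicate 4 at 3 months at 11.82 (others 13.32 to 13.66). For Cidea, control BAT replicate 5 at 3 months was at 13.49 (others 13.81 to 13.83), ATGLAKO BAT replicate 4 at 12 months at 5.68 (others 13.36 to 13.81), ATGLAKO WAT replicate 5 at 13.67 (others 5.29 to 5.55), HSLAKO WAT replicate 1 at 9.86 (others 13.01 to 13.56) and DAKO BAT replicate 4 at 3 months at 11.73 (others 13.40 to 13.60). For Cox8b, ATGLAKO BAT replicate 4 at 12 months was at 9.05 (others 13.76 to 14.00), ATGLAKO WAT replicate 5 at 13.93 (others 8.32 to 8.63) and HSLAKO WAT replicate 1 at 12.36 (others 13.73 to 13.86).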

How the results depend on the processing

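Leaving out the arrays with mesothelial signal, leaving out 4 list members matched to other genes, and leaving out single arrays for H2-Aa, H2-DMb1, C1qc, Lum, Elovl5, Atp5g1 and Pcolce, were chosen only after the result was seen, as were the lists at an estimated correlation and the adjusted principal component tests under other settings. The other alternatives of this part were set in advance. Directions of single genes and gene lists reversed in 2 cases where the value passed in the main or the other setting, while the number of called genes often moved. Of the values for single genes and lists, 1769 kept their side of the threshold, 190 kept the direction and lost the call, 36 gained it and 2 reversed. With 1 array left out, 1348 kept their side, 283 lost the call and 11 gained it. A change of direction was not counted where neither value passed. The reversed values came from another probe: Slco4a1 in HSLAKO against control BAT (0.11) and Pim1 between BAT and WAT in control mice (-0.081). Of the counts, 154 stayed within 1.5 times and 70 did not, and with 1 array left out 122 did and 57 did not. The cause was not tested, except that looser thresholds pass more genes by construction. Signal over background limits genes such as Top2a and Cdkn2a, which were not above background on the control arrays at 3 months.

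In the order DAKO against control BAT at 3, 7 and 12 months, ATGLAKO and HSLAKO against control BAT at 3 months, then BAT against WAT in control and in ATGLAKO mice, the counts were 18, 42, 134, 1, 45, 1 and 7 on the authors' normalized values (series matrix). They were 22, 54, 190, 1, 69, 1 and 9 with no background correction, and 38, 67, 269, 4, 94, 1 and 20 with normexp and an offset of 50. With only the compared groups in the fit they were 371, 4, 136, 53, 632, 0 and 0. With array weights, whose iterations stopped short of their tolerance, they were 463, 240, 979, 75, 556, 317 and 548. At an adjusted p under 0.01 with no fold minimum they were 192, 244, 1087, 44, 375, 10 and 83, and at an adjusted p under 0.05 with a log2 fold change over 1 they were 451, 589, 1275, 68, 929, 30 and 299. With arrays shifted to a common median, the counts that moved were 16, 423, 927 and 2 in BAT of DAKO at the 3 ages and of ATGLAKO mice, and 0 and 614 between BAT and WAT. The HSLAKO total hardly moved under that scaling, while its split went from 146 higher and 64 lower to 203 and 12. With no filter, only BAT against WAT in ATGLAKO mice moved (24). The choice of 4 of 5 arrays on each side at 3 months gave a median of 31.

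DAKO against ATGLAKO BAT gave 5 genes with array weights and 1 with no fold minimum, and liposarcoma against DAKO BAT at 12 months gave 550 with array weights. Genes called at all 3 ages were 0 on the authors' values, with no background correction, with an offset of 50, with a common median and with only the compared groups, 7 with array weights and 15 at the looser threshold. The number of gene lists called fell from the preset value to 0 with an estimated correlation and 10 with fry. With the replicate number as a block (replicate block), DAKO against control BAT gave 75, 97 and 486 genes at the 3 ages, and HSLAKO 147. For DAKO against control BAT at 3 months, arrays with equal replicate numbers were not alike in their deviations from the group means (correlations of -0.12 to 0.03). In other comparisons some were, as in DAKO against ATGLAKO BAT (4 of 5 pairs over 0.1). DAKO BAT and WAT arrays with equal replicate numbers are in part of the same mouse by their labels.

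With 1 array left out, DAKO against control BAT ran from 27 (without DAKO replicate 4) to 79 (without DAKO replicate 1) at 3 months, from 18 (DAKO replicate 4) to 223 (DAKO replicate 1) at 7 months and from 269 (control replicate 1) to 820 (DAKO replicate 3) at 12 months. ATGLAKO ran from 3 (ATGLAKO replicate 3) to 21 (ATGLAKO replicate 2) and HSLAKO from 43 (HSLAKO replicate 2) to 201 (HSLAKO replicate 1). Liposarcoma against DAKO BAT ran from 0 to 2 (without DAKO BAT replicate 3). BAT against WAT ran from 0 (WAT replicate 1) to 11 (WAT replicate 2) in control mice and from 1 (WAT replicate 2) to 266 (WAT replicate 5) in ATGLAKO mice. Genes called at all 3 ages ran from 0 to 1, and gene lists from 17 to 21. The 5 remaining counts were 0 each time. Without the arrays with mesothelial signal, DAKO against control BAT at 3 months gave 109 genes and BAT against WAT in control mice 1, liposarcoma against DAKO BAT 0, and the comparisons with control BAT at 7 and 12 months and with ATGLAKO WAT could not be made. A block for the slide was not run.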

Differences from the paper's values

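The look at Cdkn2a, Esm1 and Top2a on single arrays, the places of G0s2 and Gpnmb among the genes of Fig 3C, the lists at an estimated correlation under other settings and the adjustment of the principal component tests under other settings were chosen only after the result was seen. The groups here are those of the deposited labels. Tissue markers went against part of these labels, so a difference from the paper's values does not show those to be wrong. The paper reports 499 differentially expressed genes between DAKO and control BAT at 3 months, and the value here is 92. Among the alternatives set before the data were examined, it falls within 1.5 times of the paper's with only the compared groups in the fit (371), with array weights (463) and at an adjusted p under 0.05 with a log2 fold change over 1 (451), and not under the others. For genes shared by all 3 ages the paper gives 21 and the value here is 1, with 15 at the looser threshold as the only alternative within 1.5 times. Between BAT and WAT the paper gives 435 genes in control mice, 228 in ATGLAKO, 350 in HSLAKO and 114 in DAKO mice, and the values here are 3, 37, 0 and 0. The control value comes within 1.5 times with array weights (317). The ATGLAKO value does so at the looser threshold (299) and without ATGLAKO WAT replicate 5 (266), and no alternative does so for HSLAKO and DAKO mice. The paper gives 48 genes that separate both tissues in all genotypes, the value here is 0, and no alternative comes within 1.5 times. The paper's methods and Fig 3A give the thresholds used for these counts, and the text does not give separate ones for BAT against WAT.

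The paper states that the difference between DAKO and control BAT is greatest at 3 months, and the counts here are 92 at 3 months, 105 at 7 months and 495 at 12 months, while with only the compared groups in the fit the count is also greatest at 3 months (371, 4 and 136). It states that DAKO BAT at 3 months is distinct from the single knockouts. Here the distances of 35.4 from ATGLAKO and 23.4 from HSLAKO BAT did not pass, while the distance of 84.7 from control did. The arrays labelled DAKO BAT at 3 months differed from each other in Pnpla2 and Lipe, so this is no test of the statement in the paper. It states that tumors differ from all other samples, and 0 genes passed against DAKO BAT at 12 months (825 at an unadjusted p under 0.05 in limma), while liposarcoma lay apart from control BAT on the principal components, and from ATGLAKO BAT except with a common median (adjusted p = 0.0893) or unit variance (0.0857), and 550 genes passed with array weights and 2 without DAKO BAT replicate 3. It gives the 21 genes of Fig 3C as changed alike at each age with the single knockouts in between. Here 4 of 19 kept their sign at the 3 ages, and both single knockouts lay in between for 3, the ATGLAKO mean for 17. Boxplots of Gpnmb and G0s2 in Fig 3D show separate groups, and here the DAKO and control arrays were without overlap only for Gpnmb at 3 months, where DAKO overlapped both single knockouts and ATGLAKO overlapped control.

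Gpnmb is given as the top up-regulated gene in DAKO BAT against each other genotype and in malignant tissue. It ranks 1 here against control at 3 months, 20 at 12 months and 10733 at 7 months, 8 against ATGLAKO and 3671 against HSLAKO BAT. G0s2 is given as the transcript with the greatest fall in DAKO mice, and it ranks 385, 89 and 113 here among all genes at the 3 ages, lower than control at each. Among the 19 measured genes of Fig 3C, the list in which the paper also ranks it, it had the lowest fold change at each age, as in the paper, and Gpnmb ranked 1, 6 and 2 from the highest at 3, 7 and 12 months. For the gene sets given as down-regulated, 1 of the sets that the paper names passed here with the same direction (respiratory chain, at the preset correlation, with an adjusted p of 0.677 at an estimated one and 0.354 by fry), and ketone body metabolism had 3 of 4 genes higher. Fatty acid oxidation and the TCA cycle passed as lower with only the compared groups in the fit and with a common median, fatty acid oxidation also with array weights (0.0426) and without DAKO replicate 3 (0.0360), and triacylglycerol synthesis with only the compared groups (0.0171). Fatty acid synthesis passed as lower with only the compared groups (0.00828), with a common median (0.00495), on the authors' values (0.0426) and without DAKO replicate 1 (0.0403). These are values at the preset correlation, and 0 lists were called at an estimated one with only the compared groups, with a common median and on the authors' values. Mdm2 is given as highly expressed in DAKO BAT, and its log2 fold change of 0.28 at 3 months did not pass (at 12 months 0.85 with array weights and 0.89 without DAKO replicate 3 had an adjusted p under 0.01). Cdkn2a and Cdkn2b are given as increased in liposarcoma, late and nowhere else, and their log2 fold changes against DAKO BAT at 12 months were -0.79 and -0.38. In DAKO BAT at 7 months Cdkn2a passed without DAKO replicate 1 (adjusted p = 0.00326) or 2 (0.00436) and with a common median (0.00941). The 5 arrays with high Cdkn2a (at least 9.30) are those with the highest Esm1 (at least 10.26) and Top2a (at least 8.00). These markers of the paper thus agree on 5 arrays, none of them called liposarcoma here. On these 5 Lipe was at 4.48 to 4.77 and Pnpla2 at 7.21 to 9.08. Control BAT at 3 months had 9.31 to 9.95 and 12.91 to 13.31. Lipe was as low on some other arrays, such as DAKO WAT replicate 2 (4.65). Whether the 5 arrays hold tumor was not tested, so the values do not exclude a rise of these markers in tumors. Top2a, Ptn, Ptk7, Tnc and Mmp14 are given as highly expressed in DAKO mice. None passed here, with higher means at each of the 3 ages for all 5, while at 3 months Mmp14 passed with only the compared groups in the fit and with array weights (2.07), and Top2a had an adjusted p of 0.00237 with only the compared groups, where its fold is a lower bound. Ptn passed at 7 months without DAKO replicate 1 (4.02), and Top2a at 12 months with array weights (1.79) or without DAKO replicate 3 (2.52).

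The paper's tumor samples are of 11 to 14 months (S6 legend) and the arrays called liposarcoma here are only those of 14 months, so the groups compared are unlike. On replicates 1 to 3 of these arrays Ucp1 was at 13.47 to 13.56, so whether all of them hold tumor is not settled. Their Lipe signal of 9.18 to 9.44 was near the 9.31 to 9.95 of control BAT at 3 months. This argues against a loss of Lipe transcript on these replicates. Angiogenesis is given as the pathway with the greatest increase in liposarcoma, led by Esm1, and here 13 of 30 genes were higher with Esm1 at -1.04, Tnc at -1.15, Ptn at -1.39 and Tnfrsf12a at -0.07. Mesothelial signal was on 4 of 5 arrays labelled ATGLAKO WAT, on 1 of 3 labelled control WAT and on none labelled HSLAKO or DAKO WAT. The paper orders the differences between BAT and WAT with control mice highest and DAKO mice lowest, and ATGLAKO mice had the most here (37). It describes a stepwise loss of Ucp1, Cidea and Cox8b in DAKO BAT, and the means here run the same way, without passing (exact permutation p = 0.132, 0.111 and 0.176 over all arrangements), while from 3 to 12 months Ucp1 (-5.40), Cidea (-5.41) and Pparg (-2.14) passed with array weights. For Pparg it states a fall at 7 and 12 months in DAKO BAT, and the log2 fold changes here have that sign without passing, while -3.54 without DAKO replicate 3, -2.38 with array weights and -3.07 with a common median passed at 12 months. With array weights, Gpnmb (3.79) and G0s2 (-3.89) also passed at 12 months, and G0s2 without DAKO replicate 3 (-4.29).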

Other observations

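The leaving out of single arrays for Lum, the look at Esm1 on single arrays and the counts of arrays by closest array and by Eif2s3y signal, with its pairs of arrays, were chosen only after the result was seen.

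Macrophage markers differed between the genotypes in BAT at 3 months. Against control, all 24 macrophage markers were higher on arrays labelled HSLAKO BAT (median log2 fold change 3.10, adjusted p = 2.51e-15 from camera, adjusted p = 0.336 with an estimated correlation), and 10 of them passed over all genes (18 when adjusted over the list alone). In ATGLAKO BAT 23 of 24 were higher (median 1.57, adjusted p = 5.00e-07, adjusted p = 0.594 with an estimated correlation). DAKO BAT had 22 of the 24 lower than HSLAKO BAT, with a median of -0.24 that did not pass (adjusted p = 0.224). In the liposarcomas 19 of the 24 macrophage markers were lower than in DAKO BAT at 12 months (adjusted p = 0.140).

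Genes of the extracellular matrix and of muscle were also higher on arrays labelled DAKO BAT at 3 months. Of 39 genes of the extracellular matrix, 36 were higher (median 1.40, adjusted p = 5.68e-13, adjusted p = 0.271 with an estimated correlation), with 2 passing over all genes and 7 when adjusted over the list alone. Lum, the collagen-binding proteoglycan lumican, rose by 2.59 (standard error 0.57, adjusted p = 0.00486), a call lost without control replicate 1 (2.47), 4 (2.53) or 5 (2.57) or DAKO replicate 2 (2.58), 3 (2.42) or 4 (2.51). All 17 genes of skeletal muscle were higher (median 2.24, adjusted p = 1.60e-04, adjusted p = 0.574 with an estimated correlation), and 0 passed alone by limma. At 12 months the collagenase gene Mmp13 was higher by 4.92 (standard error 1.02, adjusted p = 6.02e-04), a call lost without DAKO replicate 1 (3.79), with another probe (0.50) and with only the compared groups in the fit. At that age 26 of 27 genes of proliferation were higher (median 1.22, adjusted p = 4.18e-07, adjusted p = 0.618 with an estimated correlation). Of 21 general adipocyte genes, 19 were lower (median -1.46, adjusted p = 2.87e-05, adjusted p = 0.618 with an estimated correlation), against control arrays that carry mesothelial signal.

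Esm1 had a log2 signal of 10.26 and 11.59 on DAKO BAT replicates 3 and 4 at 7 months, 12.09 and 11.44 on HSLAKO BAT replicates 1 and 2 at 12 months, and 10.72 on DAKO BAT replicate 1 at 12 months. On the liposarcoma arrays it was at most 6.99. The arrays of 1 group were often not alike: the array with the closest values belonged to the same labelled group for 21 of 72 arrays (29.2%), and for 5 of 5 arrays labelled control BAT at 3 months. Signal of the Y-linked gene Eif2s3y was missing on 2 arrays (at most 4.66, against at least 6.15 on the others), and 2 of 13 pairs of BAT and WAT arrays with the same mouse number had it on only 1 array, both among the 8 pairs with the same label (the other 5 match only when the prefix A is dropped). The 16 arrays with mesothelial signal had raw medians of at least 121, and the others of at most 118.1.

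Other splits of the same arrays were counted for each comparison, the real one included, and few splits with as many genes argue against chance. The shares are not adjusted over the comparisons. For DAKO against control BAT, 1 of 100 splits called as many at 3 months (92 genes, highest other split 1), 1 of 35 at 7 months (105, highest other 10) and 1 of 35 at 12 months (495, highest other 16), which argues against chance. A share of 1 of 35 is the smallest that 4 against 4 arrays allow. The same holds for ATGLAKO against control BAT (1 of 100, 11 genes, highest other 7) and for HSLAKO against control BAT (1 of 100, 210 genes, highest other 8). For BAT against WAT in ATGLAKO mice, 3 of 100 splits called as many as the real 37 genes and another split called 134, so chance is not excluded. The larger count of another split points to a structure among these arrays other than their labels. These splits also leave aside the mouse numbers that both tissues share. For BAT against WAT in control mice, 6 of 56 splits called as many as the real 3 genes (highest other 6), so chance is not excluded. With 0 genes in the real split, every split calls as many: 100 of 100 for DAKO against ATGLAKO BAT (highest other 13) and DAKO against HSLAKO BAT (highest other 2), 35 of 35 for BAT against WAT in HSLAKO mice (highest other 0) and 100 of 100 in DAKO mice (highest other 1). For liposarcoma against DAKO BAT at 12 months it was also 100 of 100, and a split of these arrays called 1035 genes, which points to a structure among them other than their labels. These 0 counts come from limma, with the counts at an unadjusted p under 0.05 of 939, 190, 205, 182 and 825 in the same order.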
